# A Cocoa Peptide Protects *Caenorhabditis elegans* from Oxidative Stress and β-Amyloid Peptide Toxicity

**DOI:** 10.1371/journal.pone.0063283

**Published:** 2013-05-13

**Authors:** Patricia Martorell, Esther Bataller, Silvia Llopis, Núria Gonzalez, Beatriz Álvarez, Fernando Montón, Pepa Ortiz, Daniel Ramón, Salvador Genovés

## Abstract

**Background:**

Cocoa and cocoa-based products contain different compounds with beneficial properties for human health. Polyphenols are the most frequently studied, and display antioxidant properties. Moreover, protein content is a very interesting source of antioxidant bioactive peptides, which can be used therapeutically for the prevention of age-related diseases.

**Methodology/Principal Findings:**

A bioactive peptide, 13L (DNYDNSAGKWWVT), was obtained from a hydrolyzed cocoa by-product by chromatography. The *in vitro* inhibition of prolyl endopeptidase (PEP) was used as screening method to select the suitable fraction for peptide identification. Functional analysis of 13L peptide was achieved using the transgenic *Caenorhabditis elegans* strain CL4176 expressing the human Aβ_1–42_ peptide as a pre-clinical *in vivo* model for Alzheimer's disease. Among the peptides isolated, peptide 13L (1 µg/mL) showed the highest antioxidant activity (*P*≤0.001) in the wild-type strain (N2). Furthermore, 13L produced a significant delay in body paralysis in strain CL4176, especially in the 24–47 h period after Aβ_1–42_ peptide induction (*P*≤0.0001). This observation is in accordance with the reduction of Aβ deposits in CL4176 by western blot. Finally, transcriptomic analysis in wild-type nematodes treated with 13L revealed modulation of the proteosomal and synaptic functions as the main metabolic targets of the peptide.

**Conclusions/Significance:**

These findings suggest that the cocoa 13L peptide has antioxidant activity and may reduce Aβ deposition in a *C. elegans* model of Alzheimer's disease; and therefore has a putative therapeutic potential for prevention of age-related diseases. Further studies in murine models and humans will be essential to analyze the effectiveness of the 13L peptide in higher animals.

## Introduction

Cocoa is the unprocessed bean from the plant *Theobroma cacao*. It originated in the rain forests of the Americas and was introduced to Europe in the 16^th^ century. Historically, cocoa beans have had many uses ranging from medication to currency [1]; however, the concept that cocoa or chocolate has health benefits was not accepted throughout much of Europe until the 20^th^ century [2]. To date, numerous studies have shown that cocoa and cocoa-based products contain many different substances with beneficial effects on human health [3], [4]. Cocoa polyphenols (mainly catechin, epicatechin and procyanidins) are the major antioxidant source in the cocoa bean as they are present in high concentrations. Cocoa flavonoids are known to display antioxidant effects through the scavenging of reactive oxygen species, Fe2+ and Cu+ chelating, inhibition of key enzymes, and promoting antioxidant defenses [5]. Furthermore, there is strong evidence that consumption of polyphenol-rich cocoa products contributes to the prevention of cardiovascular diseases [3], also showing anti-tumoral properties [6] and the ability to prevent diabetes development [5]. Recently, the literature [7] has described that compounds present in cocoa powder and chocolate exert several beneficial effects on the brain, improving cognition in animals and humans. Hence, the health-promoting properties of cocoa powder have mainly been attributed to their polyphenolic compounds. However, during bean processing to produce cocoa powder, polyphenol concentration can be affected by processes like fermentation or roasting. Therefore, identification of other natural sources with antioxidative properties other than polyphenols could be an interesting aim of nutrition research.

Dietary proteins are one of the most promising bioactive compounds. Various studies have reported on the antioxidant properties of hydrolysates or bioactive peptides from plant or animal sources (for a review see [8]). These include peptides from fish processing products [9], which have been found to retard lipid peroxidation; and proteins from milk casein, bovine serum albumine, ovalbumine, soybean, oilseed proteins, wheat gliadin and maize zein, which exert antioxidative activities against the peroxidation of lipids and fatty acids [10].

The protein content of cocoa seed is 10–15% of the dry weight, with an amino acid profile rich in lysine, arginine, serine, proline, alanine, leucine, valine, phenylalanine, and methionine [11]. However, there is not much information concerning the potential beneficial properties of cocoa peptides [6] and hence to study their impact on the prevention or treatment of age-related diseases is of great interest.

Alzheimer's disease (AD) is a neurodegenerative disorder characterized pathologically by senile plaques, where the major constituent is the amyloid beta peptide (Aβ), a 39–43 amino acid peptide derived from proteolytic processing of amyloid precursor protein (APP) [12]. Alzheimer's disease is the most common type of senile dementia, whose etiology is still under discussion. Recent studies have suggested a prion-like mechanism of disease transmission through propagation of protein misfolding in animal brains [13]; however, the mechanism responsible for the initiation of Aβ accumulation is controversial. In spite of this, there is wide acceptance of the “amyloid cascade hypothesis” [14], which states that Aβ accumulation triggers downstream neurotoxic events, leading to neuronal dysfunction and death. The strongest evidence supporting this hypothesis is based on the identification of mutations in the amyloid precursor protein (APP) gene or two presenilin genes (PS1 and PS2) in familial cases of AD, which result in increased Aβ production [15]. Evidence for involvement of free radicals in AD include the presence of elevated levels of protein oxidation, lipid peroxidation products and oxidative damage to mitochondria due to the ability of Aβ peptide to act as a pro-oxidant. This knowledge indicates that the oxidation process clearly unleashes Alzheimer's disease [16].

In this context, many different *in vivo* models have been used to study the mechanism of Aβ toxicity and determine effective therapeutic strategies. More recently, different transgenic strains of the nematode *Caenorhabditis elegans* have been used as model for neurodegenerative diseases, including AD [17], [18], [19], [20]. The worm was genetically engineered to carry the human gene for Aβ42 [21], [22]. The resulting transgenic strain CL4176 develops a concomitant progressive paralysis phenotype, being a well-suited model for correlating Aβ expression and toxicity.

In the present study, a high protein cocoa by-product, namely “*Barquillo*”, obtained from the cocoa butter extraction process, was used to purify bioactive peptides with antioxidant activity and functional properties against β-amyloid peptide toxicity related to AD. The aforementioned bioactive peptides were evaluated using *in vitro* assays (inhibition of prolyl endopeptidase enzyme) and *in vivo* experiments with the model organism *C. elegans*. As a result of these assays, a promising 13-amino acid peptide was isolated, which was then used in a transcriptomic analysis in the nematode to determine the pathways it affected.

## Materials and Methods

### Sample hydrolysis

“Barquillo” is a by-product obtained from cocoa processing by pressing and rolling out cocoa butter. “Barquillo” is of high biological value due to its high protein content (20–27%). “Barquillo” was supplied by Natraceutical S.A.

“Barquillo” protein was hydrolyzed by treatment with commercial proteases: Termamyl 120L and Alcalase 2.4L FG (Novozymes, Bagsværd, Denmark).

A solution of “Barquillo” (100 g/L) was treated with the commercial proteases Alcalase and Termamyl at a final concentration of 1 µl/g each, adding CaCl_2_ (0.5 g/g). Hydrolysis was performed for one hour at 50°C in a 1 L reaction vessel equipped with stirrer (200 rpm), and stopped by boiling at 100°C for 10 min. Hydrolysates were clarified by centrifugation for 15 min at 4000 rpm, and ultrafiltrated through 0.45 µm filters to remove solid waste. Supernatant was purified to concentrate and separate the different peptides obtained after enzymatic hydrolysis.

Total protein content was determined in “Barquillo” solutions, with or without enzymatic treatment, by means of a BCA protein assay kit (Thermo Scientific, Ulm, Germany).

### Peptide purification

Peptides were concentrated by hydrophobic interaction chromatography (HIC) using the FPLC system ÄKTA Explorer (GE Healthcare, AmershaBiosciences AB) and 100 mM sodium phosphate buffer pH 7 with 1.5 M (NH_4_)_2_ SO_4_ was used as mobile phase. Hydrolyzed “Barquillo” (protease-treated) samples underwent FPLC using a Hi-Prep 16/10 Phenyl FF column (GE Healthcare, Amersham Biosciences AB). Fractions were then eluted with 100 mM sodium phosphate buffer pH 7. Peptides were purified by ultrafiltration (10 KDa Amicon Ultra, Millipore, Madrid, Spain) prior to collection. The fraction containing peptides was purified by reverse-phase chromatography (RPC). Water containing 0.1% trifluoroacetic acid (TFA)was used as mobile phase. Peptides were loaded in a Resource RPC 3 mL column (GE Healthcare, Amersham Bioscience AB, Barcelona, Spain) and eluted with a linear gradient of acetonitrile with 0.1% TFA.

Eluted peptides were identified by tandem MS after electrospray ionization (LC-ESI-MS/MS) (CBM-CSIC, Madrid, Spain).

As previously, a BCA protein assay kit was used to determine total protein content in the different fractions.

### Prolyl endopeptidase assay

Prolyl endopeptidase (PEP) activity was determined using a previously described method [23]. Reaction was performed by addition of 0.1 U/ml of PEP (Seikagaku Corporation, Tokyo, Japan) to a 100 mM phosphate buffer pH 7 containing 2 mM of Z-Gly-Pro-p-nitroaniline (Sigma, Madrid, Spain). Samples were incubated for 20 min at 30°C and then the reaction was stopped by adding a volume of 10.5% Triton X-100 in 1 M sodium acetate buffer pH 4. The amount of ρ-nitroaniline released was quantified by spectrophotometry at 410 nm. The inhibitory activity of PEP was determined by adding 100 µl of each sample obtained during the purification process to the enzymatic reaction. Z-Prolyl-Prolinal (ZPP) (0.000426 ppm, Biomol, Plymouth Meeting, USA) was used as positive control of inhibition [24].

### *C. elegans* strains and maintenance

Experiments of oxidative stress, body fat reduction and microarrays were carried out with the wild-type strain N2 (Bristol). Paralysis assays were performed with the transgenic strain CL4176 (smg-1^ts^ [pAF29(*myo-3*/Aβ_1–42_/let UTR)+pRF4(*rol-6(su10069))*]). Paralysis is induced in strain CL4176 by expression of a muscle-specific Aβ_1–42_, which depends on up-shifting temperature from 16 to 25°C [21], [22]. Mutant strain GR1321 (*tph-1*(*mg280*)) was used in body fat reduction experiments. All the strains were obtained from the *Caenorhabditis* Genetics Center (University of Minnesota).

*Caenorhabditis elegans* N2 and *tph-1* were routinely propagated on Nematode Growth Medium (NGM) plates with *Escherichia coli* strain OP50 as a food source at 20°C, while CL4176 was maintained at 16°C. Worms were synchronized by isolating eggs from gravid adults at 20°C (N2 and *tph-1*) or 16°C (CL4176), and eggs were hatched overnight in NGM plates. In the experiments, the worms were fed with the different compounds from egg through to adult stages, and transferred to new plates every two days.

### Oxidative stress assays

Worms of the N2 strain were synchronized by isolating eggs from gravid adults and hatching the eggs overnight in NG agar plates (as control media), or in NG agar plates supplemented with 100 µL of “Barquillo” solution (with or without enzymatic hydrolysis), 100 µL of peptide chromatography fractions from RPC (F8, F9 and F10) or 1 µg/mL of purified peptides (9L, 11R, 13L and 13R). Vitamin C (0.1 µg/mL) was used as an internal positive control. Assays were performed as described previously [25]. Nematodes were cultured for 7 days after egg collection. Adult nematodes (5-day adults) were harvested for acute oxidative stress treatment. Experiments were carried out in triplicate.

Viability of *C. elegans* was assessed after oxidative stress and differences between nematodes cultured in control and treatment conditions were evaluated by means of one-way analysis of variance (ANOVA) using Statgraphics plus (version 5.1) software (Manugistics, Rockville, MD).

### Paralysis assays

Strain CL4176 maintained at 16°C was egg-synchronized in the NGM plates (control medium) and NGM with the different test samples (100 µL of “Barquillo” solutions, 100 µL of peptide chromatography fractions from RPC or 1 µg/mL of purified peptides). ZPP (1 µM) was used as an internal positive control. Transgene expression was induced by up-shifting the temperature from 16°C to 25°C, starting 24 h after egg lying and maintained for 24 h. Then worms were incubated at 20°C until all the worms in the experiment became paralyzed. Paralysis was scored 24 h after induction. Paralysis in induced worms was compared with non-induced worms (maintained at 16°C until the end of the paralysis assay). Experiments were carried out in triplicate.

Statistical analysis of paralysis curves was performed using the log rank survival test provided by GraphPad Prism 4 software package.

### Measurement of Aβ_42_ aggregation in *C. elegans*

Expression of Aβ-peptide was induced in nematodes of strain CL4176, with or without treatment with 13L peptide. Worms were harvested at 49 h after temperature upshift and boiled in sample buffer (75 mM Tris-HCl pH 6.8, 3% SDS, 0.1 mg/ml bromophenol blue, 10% glycerol, 5% 2-mercaptoethanol) for 10 min, put on ice and then centrifuged 1 min at 14000 rpm. Supernatants were run on Mini Protean TGX Gels 4–15% (BioRad). Gel was transferred to Hybond-P PVDF membrane (GE Healthcare). Blot was blocked in TBS+5% blocking agent (GE Healthcare). Aβ_42_ was detected with 6E10 monoclonal antibody (Covance, Princeton, New Jersey, USA) at 1 µg/ml; secondary anti-mouse IgG peroxidase conjugate (DAKO, Glostrup, Denmark). Secondary HRP antibodies were developed in ECL Prime (GE Healthcare). Tubulin was detected with anti-tubulin antibody (Abcam, Cambridge, UK) and used as an internal control.

Dot-blot was performed by adsorbing diluted supernatants onto a nitrocellulose membrane (Bio Rad, Hercules, California, USA). Incubation with primary and secondary antibodies was performed as described for Western immunoblotting. The net intensity of each dot was analyzed with image analysis software (Molecular Imaging Software KODAK, Carestream, Rochester, New York, USA).

### Red Nile staining

The effect of 13L peptide on *C. elegans* body fat reduction was determined in wild-type strain N2 and strain GR1321 (*tph-1*(*mg280*)). Red Nile staining of lipid droplets and fluorescence quantification [26] was performed in young adult nematodes fed in control conditions (NGM) or with 1 µg/mL of 13L peptide. Experiments were carried out in triplicate. The significance of *C. elegans* body-fat reduction between control and treated conditions was analyzed by one-way analysis of variance (ANOVA) using Statgraphics plus (version 5.1) software (Manugistics, Rockville, MD).

### Gene expression analysis in *C. elegans*

Gene expression in *C. elegans* wild-type strain (N2) cultured in NGM supplemented with synthetic peptide 13L (1 µg/mL) was compared with nematodes grown in control conditions (NMG medium) at the same age (young adult worms). Synchronized populations were obtained from embryos isolated from gravid adults in the different feeding conditions. Once the worm population reached the young adult stage, samples were collected with M9 buffer, washed three times and collected in eppendorf tubes for worm disruption by sonication (3 pulses at 10 W, 20 s/pulse). Total RNA isolation was performed with RNeasy Kit (Qiagen, Hilden, Germany). RNA samples were processed for hybridization using the GeneChip® *C. elegans* Genome Array of Affymetrix (UCIM, University of Valencia). These chips contain oligonucleotide probe sets designed to asses over 22500 transcripts from the *C. elegans* genome. Four biological replicates were examined per condition by bioinformatics. Raw data obtained from Affymetrix arrays were background corrected using RMA methodology [27]. Intensity signal was standardized across arrays via quantile normalization algorithm. Gene expression analysis was conducted in order to determine mRNA differences between biological conditions. For each comparison of interest, the difference between treated samples and controls was statistically tested using limma moderated t-statistic [28]. Aiming to control the false discovery rate, p-values were corrected for multiple testing using the Benjamini and Hochberg method [29]. Finally, gene set analysis [30],[31] was carried out for each comparison using logistic regression models [32], [33].

## Results

### Hydrolysis of “Barquillo” increases the beneficial effects in the Alzheimer's disease model

Hydrolysis of “Barquillo” was performed using commercial proteases in order to increase the bioactive peptide content and study the functional effect in AD models *in vitro* and *in vivo*.

First, *in vitro* PEP inhibition was carried out in both protease-treated and non-treated “Barquillo”. Results showed a significant increase (*P≤*0.01) in the PEP inhibition percentage in the protease-treated sample (42.8±3.0 *vs.* 22.8±6.5).

After the *in vitro* analysis of “Barquillo”, we investigated its activity *in vivo* using *C. elegans* as the *in vivo* AD model. First we tested the antioxidant effect of “Barquillo” with or without proteolytic treatment on *C. elegans* wild-type strain (N2). Figure 1A shows the survival percentage after H_2_O_2_–induced oxidative stress in worm populations fed with protease-treated and non-treated “Barquillo” solutions. Results showed a significant protective effect of “Barquillo” (49% of worm survival) (*P*≤0.001) and protease-treated “Barquillo” (47% of worm survival) (*P*≤0.001) compared with control conditions (NGM) (31.8% of worm survival). Therefore, no differences in survival percentages were detected between nematodes fed with protease-treated “Barquillo” and nematodes fed with non-treated ”Barquillo”, indicating that the antioxidant effect of “Barquillo” is independent of enzymatic hydrolysis.

**Figure 1:**
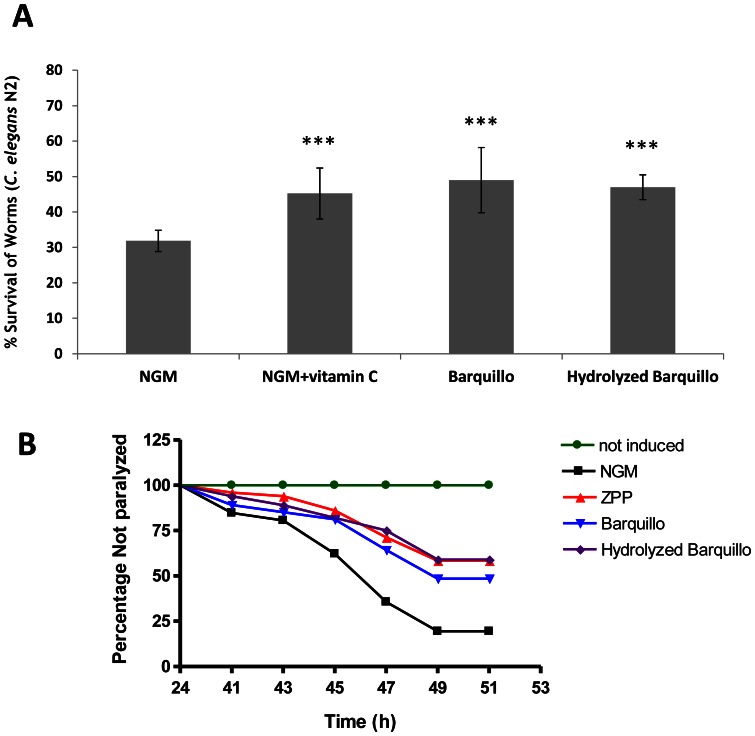
Beneficial effect of “Barquillo” increases after proteolytic treatment. (A) Percentage of survival after H_2_O_2_-induced oxidative stress in a worm population fed with “Barquillo” or protease-treated “Barquillo” samples (10 µL/mL). Vitamin C (0.1 µg/mL) was used as positive control. *** Significant at *P*≤0.001. (B) Body paralysis of *C. elegans* strain CL4176 after up-shifting temperature. ZPP (1 µM) was used as positive control. Worms without temperature-induction were included as negative control. Time refers to hours after Aβ_42_-expression induced by temperature up-shift. Worms were cultured with “Barquillo” (10 µL/mL) with or without enzymatic hydrolysis. Data are the average of three independent experiments.

Furthermore, we analyzed whether protease-treated “Barquillo” rendered a higher beneficial effect than non-treated Barquillo on the *C. elegans* AD model using the transgenic strain CL4176. Figure 1B shows there was significant amelioration of body paralysis progression in “Barquillo”-fed worms compared with controls (NGM). Moreover, the observed protective effect was higher in the case of protease-treated “Barquillo”, indicating that hydrolysis with proteases could release peptides with beneficial effects against body paralysis in worms. Statistical analysis showed significant differences among paralysis curves of control and treated worms, thus indicating a delay in paralysis, especially in worms fed with protease-treated “Barquillo”. (see statistical data in Table S1)

Taking into account the beneficial effect of “Barquillo” hydrolysis in AD models, both *in vitro* and *in vivo*, subsequent purification by chromatography was performed using the protease-treated substrate.

### Purified chromatography fractions obtained from proteolysis of “Barquillo” have beneficial effects on Alzheimer's disease model

After hydrolysis of “Barquillo”, 150 mL of sample supernatant was taken for further purification. This volume was diluted in water and loaded onto a Hi-Prep 16/10 Phenyl FF hydrophobic interaction column. Eluted peaks with 100 mM sodium phosphate buffer pH 7 were monitored at 280 nm, and each fraction was collected in 10 mL. The collected chromatographic fractions were tested for the *in vitro* PEP inhibition assays.

PEP inhibition and total protein were measured in ultrafiltrated (10 KDa) fractions (Table 1). Results indicated that fraction F4 displayed the highest PEP inhibition activity; therefore, it was selected for further purification by RPC. The total volume of F4 (HIC) was loaded into a Resource RPC 3 ml column and finally peptides were eluted with a linear gradient 0.1% acetonitrile TFA. All RPC fractions obtained were *in vitro* assayed, and those samples with the higher inhibitory effect upon PEP activity were selected. Table 1 shows the RPC fractions with the highest inhibitory activity. These fractions were used to study their effect on the AD *C. elegans* model.

**Table 1:** Peptide purification steps by HIC and RPC from Hydrolyzed “Barquillo” (protease-treated).

Purification step	PEP inhibitory activity (%)	Total protein (g)	Yield (%)
Hydrolyzed “Barquillo”	42.8±3.0	0,837	100
F4 (HIC)	35.4±17.4	0,070	8.36
F8 (RPC)-F4 (HIC)	34.5±2.3	0.032	3.82
F9 (RPC)-F4 (HIC)	39.0±1.7	0.018	2.15
F10 (RPC)-F4 (HIC)	26.5±3.4	0.009	1.08

First, the protective effect upon oxidative stress in the strain N2 of *C. elegans* was assayed with the RPC fractions F8, F9 and F10 obtained from HIC F4 fraction. Figure 2A shows that all reverse phase chromatography fractions are able to increase the worm's survival after induction of oxidative stress with hydrogen peroxide (2 mM). Among them, fraction F8 showed the highest antioxidant effect, with 56.4% of worm survival (*P*≤0.001). This purified extract provided a higher protective effect than the original hydrolyzed “Barquillo” (47%), indicating that proteolysis and purification processes increased the beneficial effect of the by-product.

**Figure 2:**
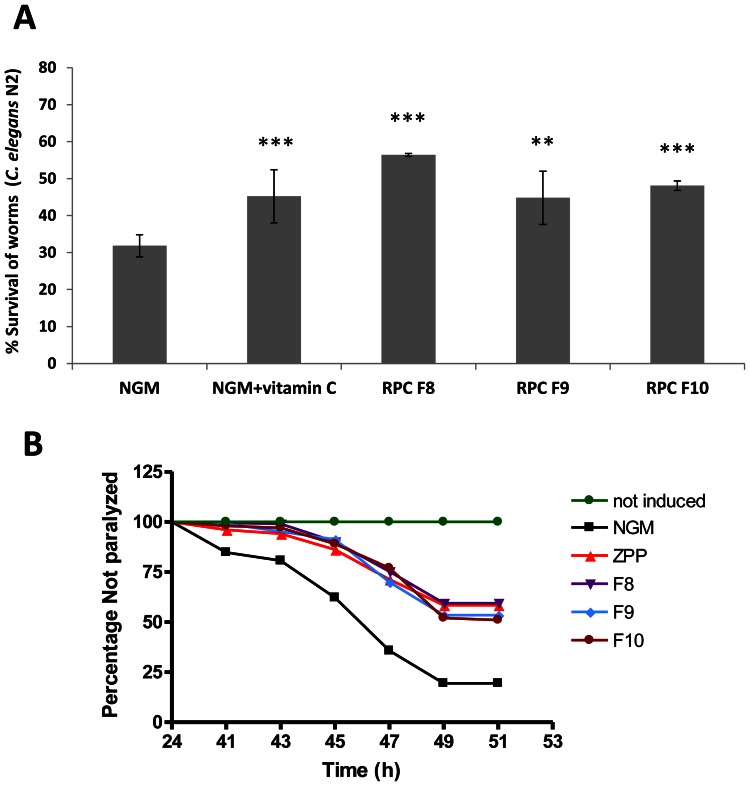
Reverse chromatography fractions F8, F9 and F10 obtained during a purification process have antioxidant properties and beneficial effects in the *C.elegans* Alzheimer's model. (A) Antioxidant effect of RPC fractions, in terms of percentage of live worms after oxidative stress. Vitamin C (0.1 µg/mL) was used as positive control. *** Significant at *P*≤0.001; ** Significant at *P*≤0.01. (B) Effect of RPC fractions on body paralysis delay in *C. elegans* CL4176. ZPP (1 µM) was used as positive control. Worms without temperature-induction were included as negative control. Data are the average of three independent experiments.

We also examined whether the selected RPC fractions (F8, F9 and F10) reduced nematode body paralysis using transgenic strain CL4176. Addition of these fractions to the agar media (10 µL/mL) significantly reduced the percentage of paralyzed worms at each measuring point (Figure 2B). Specifically, fraction F8 delayed the onset of paralysis in worms induced to express Aβ_42_ (Table S1). We found that the majority of nematodes cultured in control conditions (NGM) were paralyzed (80.3%) after 49 h of Aβ_42_ peptide induction, while only 40%, 46.8% or 47.62% of nematodes feeding on fraction F8, F9 or F10 were paralyzed by this time.

Taking into account the antioxidant activity and protective effect of RPC fractions F8, F9 and F10 on *in vivo* paralysis, further studies were focused on identifying their peptide profiles by LC-ESI-MS/MS.

### Purified peptides have *in vivo* antioxidant effect and potential benefits for AD

RPC fractions F8, F9 and F10 from HIC F4 fraction were selected in order to identify potential functional peptides. A total of 3, 7 and 7 peptides were identified in fractions F8, F9 and F10, respectively (Table 2). All these peptides belonged to the 21 kDa seed protein from *Theobroma cacao*. We determined that most of these peptides had identical sequence homology with the region encoding trypsin inhibitor activity, specifically in a short sequence of 32 amino acids (Figure 3). As this region has a protease inhibitor function, we focused on this sequence for peptide selection to further investigate whether the selected peptides also showed PEP inhibition and beneficial properties in the *in vivo* AD model.

**Figure 3:**
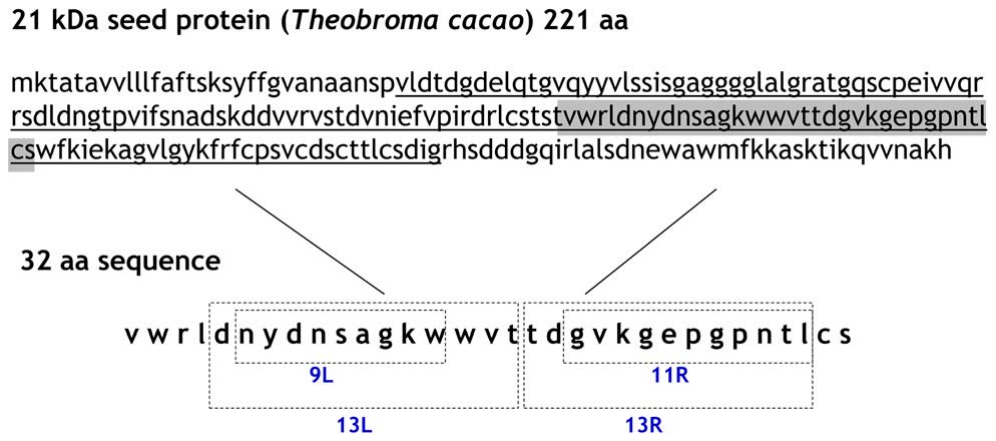
Identification of four selected peptides included in the 21 kDa seed protein from *Theobroma cacao*. Trypsin inhibitor protein sequence is underlined.

**Table 2:** Peptide identification by LC-ESI-MS/MS of RPC fractions from F4 HIC.

	Molecular Weight (Da)	Sequence	Origin Protein
**F8 RPC**	1067,37	D.GVKGEPGPNTL.C	21 kDa seed protein
	1283,41	T.TDGVKGEPGPNTL.C	21 kDa seed protein
	1483,69	W.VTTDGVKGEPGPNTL.C	21 kDa seed protein
**F9 RPC**	1017,33	H.SDDDGQIRL.A	21 kDa seed protein
	1053,31	D.NYDNSAGKW.W	21 kDa seed protein
	1168,41	L.DNYDNSAGKW.W	21 kDa seed protein
	1283,53	T.TDGVKGEPGPNTL.C	21 kDa seed protein
	1437,47	W.RLDNYDNSAGKW.W	21 kDa seed protein
	1483,67	W.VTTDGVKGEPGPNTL.C	21 kDa seed protein
	1857,83	A.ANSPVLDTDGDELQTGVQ.Y	21 kDa seed protein
**F10 RPC**	1053,35	D.NYDNSAGKW.W	21 kDa seed protein
	1168,35	L.DNYDNSAGKW.W	21 kDa seed protein
	1283,57	T.TDGVKGEPGPNTL.C	21 kDa seed protein
	1554,67	L.DNYDNSAGKWWVT.T	21 kDa seed protein
	1669,41	W.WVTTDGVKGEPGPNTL.C	21 kDa seed protein
	1857,85	A.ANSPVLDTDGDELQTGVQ.Y	21 kDa seed protein
	2020,93	A.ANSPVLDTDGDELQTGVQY.Y	21 kDa seed protein

A total of four peptides were selected from this 32 amino-acid sequence (Figure 3). Among these peptides, 9L (NYDNSAGKW) and 11R (GVKGEPGPNTL) were selected as the minimum common sequence on both sides of this sequence, left and right. In addition, longer peptides containing these 9L or 11R sequences were also chosen, 13L (DNYDNSAGKWWVT) and 13R (TDGVKGEPGPNTL), respectively. An *in vitro* study of these peptides showed their inhibitory activity (IC_50_) against PEP enzyme. Lower values, 0.51; 0.19 mg/mL were displayed by 9L and 13L peptides, respectively, while peptides 11R and 13R showed >1.48 mg/mL as IC_50_ value.

These synthesized peptides (9L, 11R, 13L and 13R) were analyzed to study their antioxidant effect in *C. elegans*. Figure 4A shows that two peptides, 9L and 13R, did not produce a significant effect on worm survival rates. Conversely, peptides 13L and 11R produced significant protection upon oxidative stress (*P*≤0.001 and *P*≤0.05, respectively), especially in the case of nematodes fed on 13L, with 64.35% survival. These results indicate a marked antioxidant effect of the purified 13L peptide, obtained from RPC fraction F10, which was higher than the initial pre-purified samples of “Barquillo”.

**Figure 4:**
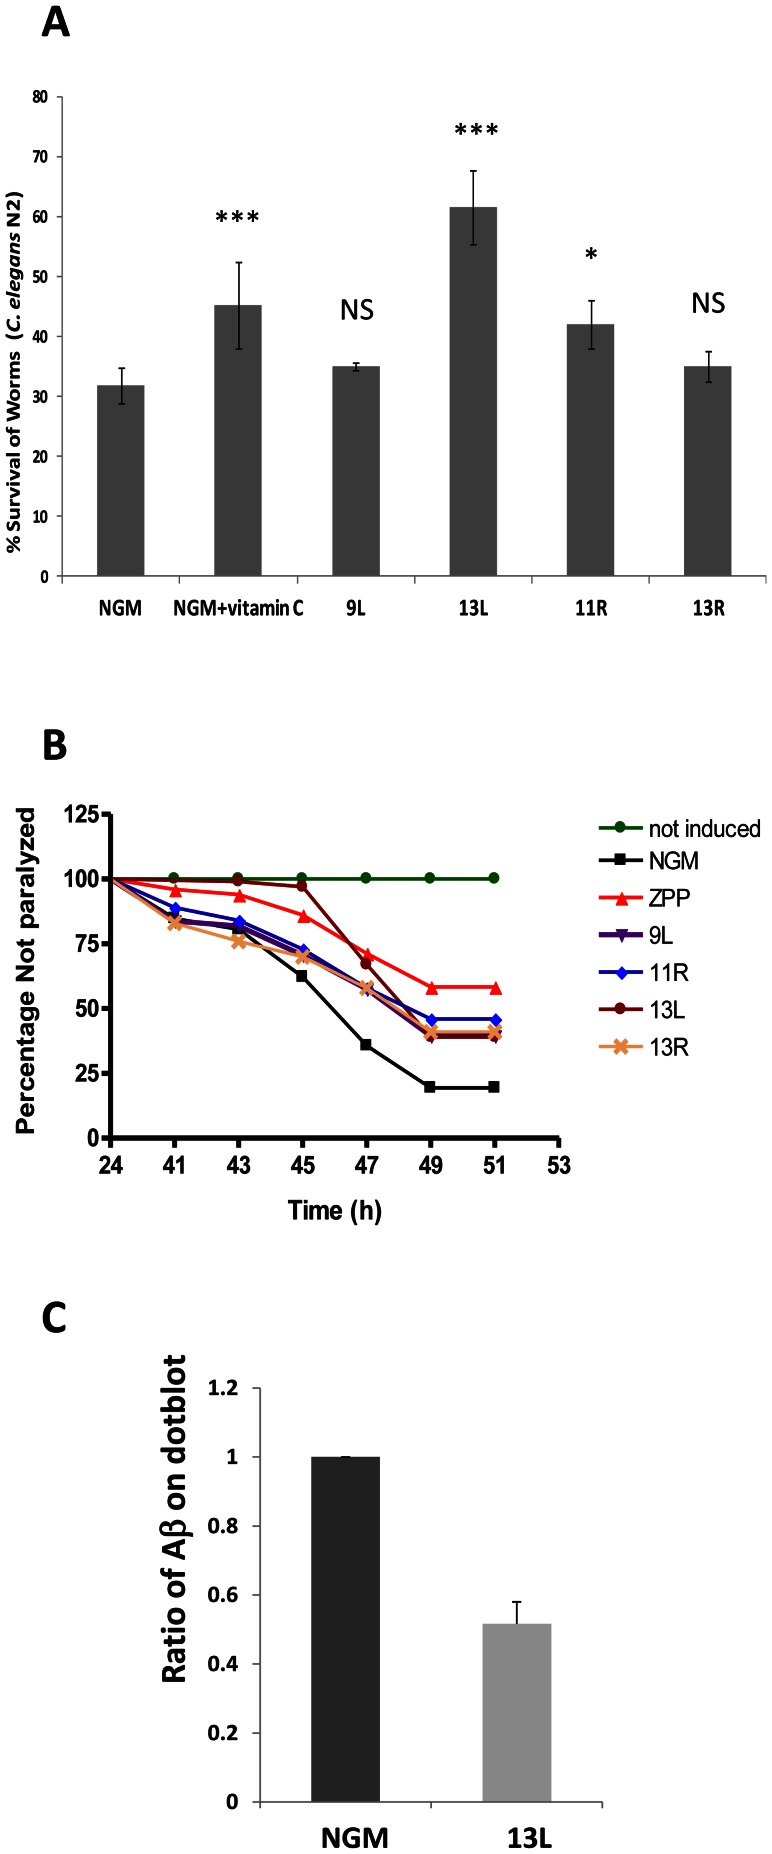
*In vivo* properties of synthetic peptides in *C.elegans*. (A) Antioxidant activity tested in *C. elegans* wild-type strain (N2) was noteworthy for 13L peptide. *** Significant at *P*≤0.001; * Significant at *P*≤0.05; NS: No significant differences with respect to the control (NGM). (B) Body paralysis of *C. elegans* CL4176 measured after temperature up-shift in nematodes fed with 1 µg/mL of the different purified peptides (9L, 11R, 13L and 13R). Data are the average of three independent experiments. (C) Effect of 13L peptide on Aβ accumulation in *C. elegans* CL4176. Net intensity quantification of dot blot analysis of total protein preparations (20 ng/dot) from *C. elegans* CL4176 on NGM or NGM+13L peptide; net intensity of non induced control was subtracted. Error bars = SEM.

We further tested whether the selected purified peptides also produced a significant reduction in CL4176 body paralysis. Figure 4B shows results for body paralysis in nematodes fed with these peptides. All studied peptides delayed body paralysis onset compared with nematodes cultured in control conditions (NGM). The effects of 9L, 11R and 13R were very similar to each other (*P* = 0.0029; *P* = 0.0002 and *P* = 0.0028 respectively) (Table S1). However, peptide 13L delayed paralysis onset and produced a markedly higher effect between 24 h and 47 h after Aβ_42_ induction (*P*≤0.0001), concluding that the most protective effect was provided by 13L peptide.

### The 13L peptide reduces Aβ aggregate in the *C. elegans* transgenic strain CL4176

To determine whether 13L peptide delayed body paralysis onset in CL4176 by reducing expression of the Aβ transgene, Aβ deposits were monitored by western immunoblotting after 49 hours of induction (Figure S1). 13L peptide treatment resulted in a reduction in total Aβ levels analysed by dot blot using specific Aβ antibodies. Quantification of the dots by image analysis shown a 50% of reduction of Aβ deposits after treatment with 13L (Figure 4C)

### The 13L peptide promotes up-regulation of pyruvate metabolism and proteasomal functions in *C. elegans*

We analyzed the effect of 13L peptide on *C. elegans* (N2) gene expression using microarray experiments. Four biological replicates of *C. elegans* fed with the synthetic peptide 13L (1 µg/mL) were compared with nematodes cultured in control conditions. RNA was isolated from nematodes and used for hybridization to Affymetrix *C. elegans* arrays. 

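Whole young adult worms of the wild-type strain N2 were profiled on 7 arrays, 4 from worms grown on NGM, the standard agar medium, and 3 from worms grown from the egg on NGM with 1 µg/mL of 13L, for 3 days at 20°C. The arrays are named here by their titles, SL1, SL5, SL9 and SL69 for NGM and SL4, SL8 and SL12 for 13L. The paper gives 4 biological replicates per condition, and any further 13L array is not analysed here. Each array holds 22625 probe sets, which are groups of short probes, most of them against 1 gene and 887 shared by several genes. Of these, 77 are Affymetrix controls and 22548 were tested. The authors corrected the background with RMA and normalized the arrays by quantiles, and the deposited values are on the log2 scale. Array medians lay between 1.01 and 1.06, and the correlation between 2 arrays, over probe sets, lay between 0.982 and 0.995. The 5 yeast control probe sets, whose targets worms lack, reached a mean of up to 0.74, and 9323 of the probe sets tested (41.3%) had a mean no higher than that. From the deposited values, the 3 arrays of 13L were compared with the 4 of NGM by the moderated test of limma, with Benjamini-Hochberg adjustment over all probe sets tested. Where a gene had several probe sets, the one with the highest mean over the 7 arrays stood for the gene. Gene lists were tested by logistic regression of list membership on the moderated t of each gene, the kind of test the paper names. It treats genes as independent, so p-values from camera with an estimated correlation between the genes of a list are given beside it. The lists were written from general knowledge of the pathways before the data were examined and are not the database's own lists. The number of arrays limits the precision. Values were simulated for 3 against 4 arrays with the spread seen here and noise independent between probe sets, with 50 probe sets changed per size. Among 22548 probe sets, limma recovered 88% of those changed by 1 on the log2 scale and 20% of those changed by 0.5. These shares hold for that number of changed probe sets.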

Microarray data are available through the NCBI Gene Expression Omnibus (GEO) data repository under accession GSE44318 (http://www.ncbi.nlm.nih.gov/geo/).

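The genes with the largest differences between 13L and NGM, among those with no overlap between the groups and an unadjusted p under 0.01, lay within a range of 0.60 to 0.87 above and 0.68 to 1.19 below the NGM mean on the log2 scale. On the higher side, gsp-1, a catalytic subunit of protein phosphatase 1, had a log2 value of 4.27 ± 0.21 (SD, n = 3) in 13L and 3.45 ± 0.10 (SD, n = 4) on NGM, a difference of 0.82 (unadjusted p = 6.3e-05, adjusted p = 0.944 from limma). The RNA helicase cgh-1, found in the germline, had a difference of 0.86, the small GTPase cdc-42, needed for cell polarity, 0.85, the casein kinase kin-19 0.61, and kca-1 0.72. A brighter probe set of the same gene differed by 0.01 for cgh-1, 0.02 for cdc-42, -0.11 for kin-19 and 0.23 for kca-1. The higher side also held ZK546.2 at 0.87, cnep-1 at 0.64, F54B11.11 at 0.61, C35D10.7 at 0.60 and lmd-3 at 0.60, where a brighter probe set differed by 0.05 for ZK546.2, 0.18 for C35D10.7 and 0.03 for lmd-3. On the lower side, C06B3.6 had a log2 value of 4.80 ± 0.45 (SD, n = 3) in 13L and 5.96 ± 0.38 (SD, n = 4) on NGM, a difference of -1.16. F45D3.4 stood at 0.499 of its NGM level, with -0.89 on a brighter probe set. F13A7.11 had a difference of -1.19, R11A5.3 of -0.88, C45B2.2 of -0.83, F53A9.8 of -0.75, B0281.5 of -0.72, F09F7.6 of -0.71, F54D1.6 of -0.69 (-0.06 on a dimmer probe set) and btb-11 of -0.68. None of these passed the adjusted test. No probe set was higher and none was lower at an adjusted p under 0.05 from limma, and the lowest adjusted p was 0.944. At an unadjusted p under 0.05 there were 572 higher and 580 lower, in all 1152 of 22548, which is close to the share of 1 in 20 that chance gives, and at an unadjusted p under 0.01 there were 198, where chance gives 225. The groups did not overlap for 6.08% of the probe sets, and chance gives 5.71%. These counts take no account of runs. With runs of title numbers as blocks, an assumption, 861 higher and 916 lower probe sets had an unadjusted p under 0.05, and 200 and 218 one under 0.01. SL69 was alone in its block and added nothing to the difference in this fit. The blocked fit was not run on other splits of the arrays. Without blocks, other splits into groups of the same sizes gave from 456 to 2830 probe sets at an unadjusted p under 0.05. Whether the blocked counts exceed chance therefore cannot be told. In the blocked fit 0 passed the adjusted test (lowest adjusted p = 0.180 from limma).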

Firstly, differentially expressed genes after 13L treatment were studied in nematodes fed with this peptide. The first analysis focused on a set of genes selected according to their fold-change value. We selected the 10 most up-regulated genes in the nematodes fed with 13L peptide compared with nematodes cultured under control fed conditions. 

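The 10 genes of Table S2 are sel-7, msi-1, F35F10.12 (now arrd-19), Y37D8A.17 (now npp-25), C33E10.5, fshr-1, R148.3, snf-5, T21D12.7 and rgs-6, and all 10 were found on the array. Each has a probe set that was higher in 13L by 0.39 to 0.49 on the log2 scale, and on 8 of these 10 probe sets every 13L array lay above every NGM array. These probe sets were picked here as the ones nearest the value in Table S2, after their values were seen. The study selected the genes by fold change on these arrays, so their separation is not independent evidence. Their unadjusted p-values ran from 0.00179 to 0.0249, and the adjusted p from limma was 0.944 for each. Ordered by the log2 difference, they held ranks 115 to 244 among the 22548 probe sets. Of the 114 probe sets with a larger difference than fshr-1, 45 had an unadjusted p under 0.05 and 25 an unadjusted p under 0.01.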

Fold-change values of these genes are described in Table S2. 

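On its only probe set, R148.3 differed by 0.46 between 13L and NGM (unadjusted p = 0.00179, adjusted p = 0.944 from limma). The difference was 0.41 for arrd-19, 0.40 for the nuclear pore gene npp-25, 0.40 for C33E10.5 and 0.41 for T21D12.7, each on 1 probe set. Some genes had several probe sets, which did not move together. For sel-7, the brighter probe set differed by 0.39 and the dimmer one by -0.04. For msi-1, which encodes an RNA-binding protein of the Musashi family, the brighter probe set had 2.65 ± 0.26 (SD, n = 3) in 13L and 2.73 ± 0.16 (SD, n = 4) on NGM, a difference of -0.08, and the dimmer one differed by 0.41. For rgs-6, a regulator of G protein signalling, the brightest probe set differed by -0.10 and the other probe sets by 0.44 and -0.26. Of the 10 probe sets nearest the values of Table S2, 4 had a mean no higher than the brightest yeast control, those of msi-1, npp-25, T21D12.7 and rgs-6.

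**Figure D1:**
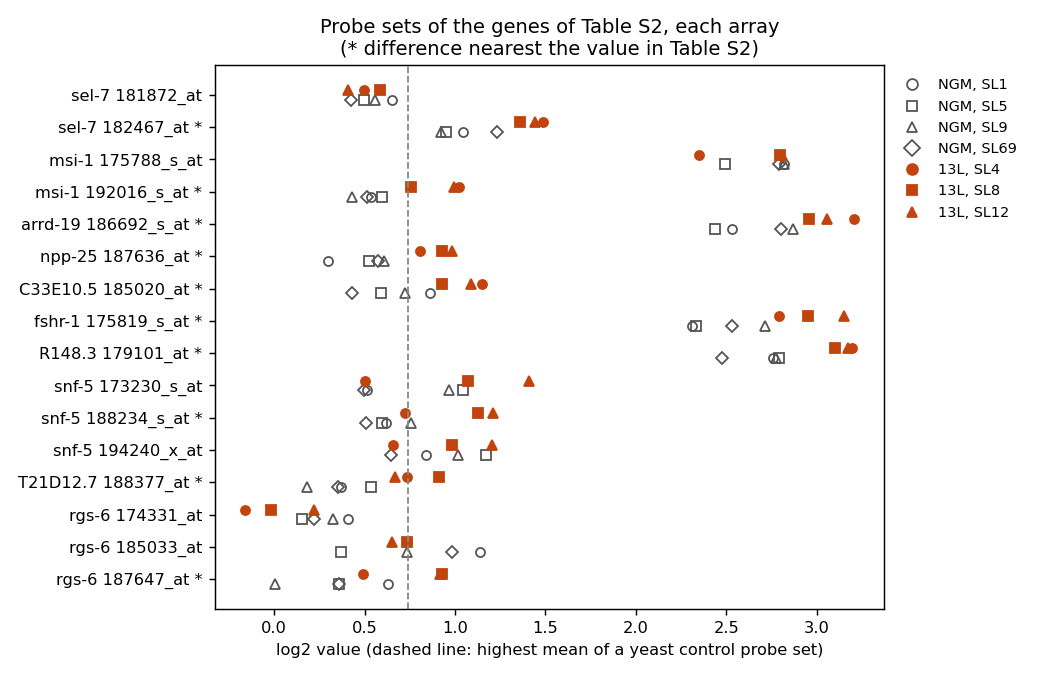
Log2 value of each probe set of the genes in Table S2 on each of the 7 arrays. Open grey symbols are NGM arrays, filled symbols are 13L arrays, and the dashed line is the highest mean of a yeast control probe set, 0.74. The probe sets marked with a star differ by 0.39 to 0.49, and other probe sets of sel-7, msi-1, snf-5 and rgs-6 show smaller or opposite differences.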

We determined the induction of two genes. The first was *FSHR*-1, the mammalian follicle stimulatory hormone receptor homolog, which is a putative neuropeptide receptor required for cholinergic neurotransmission. 

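The receptor gene fshr-1 had a log2 value of 2.96 ± 0.18 (SD, n = 3) in 13L and 2.47 ± 0.19 (SD, n = 4) on NGM, on its only probe set. This is a difference of 0.49 (standard error 0.13, unadjusted p = 0.00458, adjusted p = 0.944 from limma). The 13L arrays all lay above the NGM arrays, the strongest separation that 3 against 4 arrays can show (exact permutation test, two-sided p = 0.0571, the smallest the design allows). As the study selected fshr-1 by its fold change on these arrays, this separation is not independent evidence. Among 22 measured genes of cholinergic neurotransmission, a list that holds fshr-1 itself, 9 had a positive difference. The acetylcholine receptor subunit acr-3 differed by -0.17, the acetylcholinesterase ace-2 by -0.16 and ric-3, needed for receptor assembly, by -0.30. None passed an adjusted p under 0.05, over all probe sets or adjusted over the list alone, and the logistic regression gave the list no call (median -0.01, p = 0.639, n = 22 genes). Its direction turned with SL69 or SL8 left out, without a call.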

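The transporter gene snf-5 had 3 probe sets, all dim. The one with the highest mean had a log2 value of 0.95 ± 0.28 (SD, n = 3) in 13L and 0.92 ± 0.23 (SD, n = 4) on NGM, a difference of 0.03 (unadjusted p = 0.861, adjusted p = 0.991 from limma). The other probe sets of snf-5 differed by 0.40 (unadjusted p = 0.0135) and 0.24 (unadjusted p = 0.312), each with an adjusted p above 0.05. On none of the 3 did the 13L arrays all lie above the NGM arrays. Of 12 measured genes of this symporter family, snf-5 included, 5 had a positive difference and none had an unadjusted p under 0.05. The family's median difference was -0.04 (logistic regression, p = 0.399, n = 12 genes), with -0.18 for snf-7 and -0.22 for snf-1. Without SL12, Sodium neurotransmitter symporters were lower by logistic regression (p = 0.0171, n = 12 genes). This was the lowest p with single arrays left out, and the highest was 0.997, without SL4 (logistic regression, n = 12 genes). In the main fit, the p with an estimated correlation was 0.506 (n = 12 genes).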

The second gene was *SNF*-5, which belongs to the sodium-neurotransmitter symporter family. These results could suggest that 13L peptide activity could be related with synaptic function in the nematode.

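Of 20 neuron markers, 3 had a positive difference and the rest a negative one, with a median of -0.19, and on all 3 arrays of 13L the median of the list lay below that on every NGM array. The list was lower by logistic regression (p = 1.43e-06, adjusted over 54 lists 1.10e-05), and with an estimated correlation the p was 0.0322, which did not pass that adjustment (adjusted p = 0.249). Markers of embryos, pharynx and hypodermis also had negative median differences in these whole worms, and those of oocytes a positive one. The leading members of the neuron list were unc-31, needed for dense core vesicle release, with a difference of -0.35, the neuropeptide-processing enzyme egl-21 with -0.25, sbt-1 with -0.26 and flp-1 with -0.23. Of 83 neuropeptide genes, 21 had a positive difference and the rest a negative one. At an unadjusted p under 0.05, 13 were lower and none was higher. Only nlp-31, at -0.68, passed when adjusted over the list alone, and none over all probe sets. The list was formed by symbol prefix. Its lowest difference, -0.98, was also the lowest of the hypodermis markers, so the list does not stand for neurons alone. The neuropeptide list was lower by logistic regression (p = 2.19e-13), but with an estimated correlation the p was 0.113. Of 34 genes of synaptic vesicle release and transport, 3 were lower and 2 higher at an unadjusted p under 0.05. The dynamin gene dyn-1, at -0.45, passed when adjusted over the list alone. The amine synthesis genes bas-1 and tdc-1 were those on the higher side. Synaptic vesicle release and transport had no call by logistic regression (median -0.03, p = 0.116, n = 34 genes). With an estimated correlation the p was 0.340 (n = 34 genes). On the lower side, the logistic regression p was 0.0298 without probe sets shared between transcripts, 0.0453 with the mean of probe sets and 0.0327 without SL9. The logistic regression p was 0.388 without SL69 and 0.624 with runs of title numbers as blocks (n = 34 genes).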

Furthermore, two different databases, GO Biological Process and KEGG Pathways (Kioto encyclopedia of genes and Genomes), were used to establish functional classes that were up-regulated in the nematodes treated with 13L peptide. Only two biological processes were found to be significantly up-regulated (*P≤*0.05) in treated worms, and these were related with cell division, specifically cytokinesis (GO:0000910), and organic-acid metabolism (GO: 0019752).

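Of 22 measured genes of cytokinesis, 10 had a positive difference and none had an unadjusted p under 0.05. The leading members were zen-4, the kinesin of the spindle midzone, with a difference of -0.23, the anillin gene ani-1 with -0.19, cyk-7 with 0.17 and spd-1, which bundles midzone microtubules, with 0.20. The list as a whole had a median difference of -0.0042 and p = 0.892 by logistic regression (n = 22 genes). Where the probe sets of each gene were averaged, the Cytokinesis list was instead higher in 13L by the same regression (p = 0.00849, n = 22 genes). An estimated correlation was not used with averaged probe sets, and in the main fit it gave p = 0.922. Organic acid metabolism was represented by the union of 8 of the pathway lists, 151 measured genes, and not by the GO term's own list. The study chose those pathways on these arrays. The direction of the union therefore repeats theirs and is not independent evidence. Of these, 107 had a positive difference, with a median of 0.07, and at an unadjusted p under 0.05, 11 were higher and 3 lower. None passed over all probe sets or adjusted over the list alone. The list was higher in 13L by logistic regression (p = 4.35e-09, adjusted over 54 lists 5.87e-08), and p = 0.0250 with an estimated correlation, which did not pass that adjustment. Its leading members were hach-1, which acts in valine degradation, the pyruvate carboxylase gene pyc-1, the decarboxylase gene bas-1 and ppat-1, of purine synthesis, with a difference of 0.44.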

Further data analysis focused on the metabolic pathways affected by the 13L peptide. Thirteen different KEGG pathways were identified to be significantly up-regulated (*P≤*0.05) under treated conditions (Table 3). 

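Of the 13 pathways of Table 3, 9 were higher in 13L at a p of 0.05 or less by logistic regression, and all 13 had a positive coefficient. The 9 also passed when adjusted over the 13 lists. The shifts were small. The median difference of a list reached at most 0.11 on the log2 scale, for propanoate and pyruvate metabolism. The lists hold 222 measured genes, of which 154 had a positive difference. At an unadjusted p under 0.05, 13 were higher and 3 lower, and none passed when adjusted over these genes alone or over all probe sets. Dorso-ventral axis formation (p = 0.916, n = 15 genes), whose median lay just below 0, seleno amino acid metabolism (p = 0.184), nitrogen metabolism (p = 0.328) and cysteine and methionine metabolism (p = 0.245) had no call. In these lists, the cystathionine lyase gene cth-1 had a difference of 0.41, the carbonic anhydrase gene cah-3 of 0.36, and the signalling genes sem-5 and let-60 of 0.29 and -0.15. With an estimated correlation 4 lists had a p of 0.05 or less, those of pyruvate, propanoate, tryptophan and terpenoid backbone metabolism, and none passed when adjusted over the 13 lists (lowest adjusted p = 0.117). On genes that belong to 1 list only, 2 lists had a p of 0.05 or less. Without SL1 and SL69, a choice made after the arrays were compared, there were 3. Markers of oocytes and eggshell also had a positive median difference, and those of neurons and embryos a negative one. The study chose these pathways on these arrays, so their direction is not independent evidence.

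**Figure D2:**
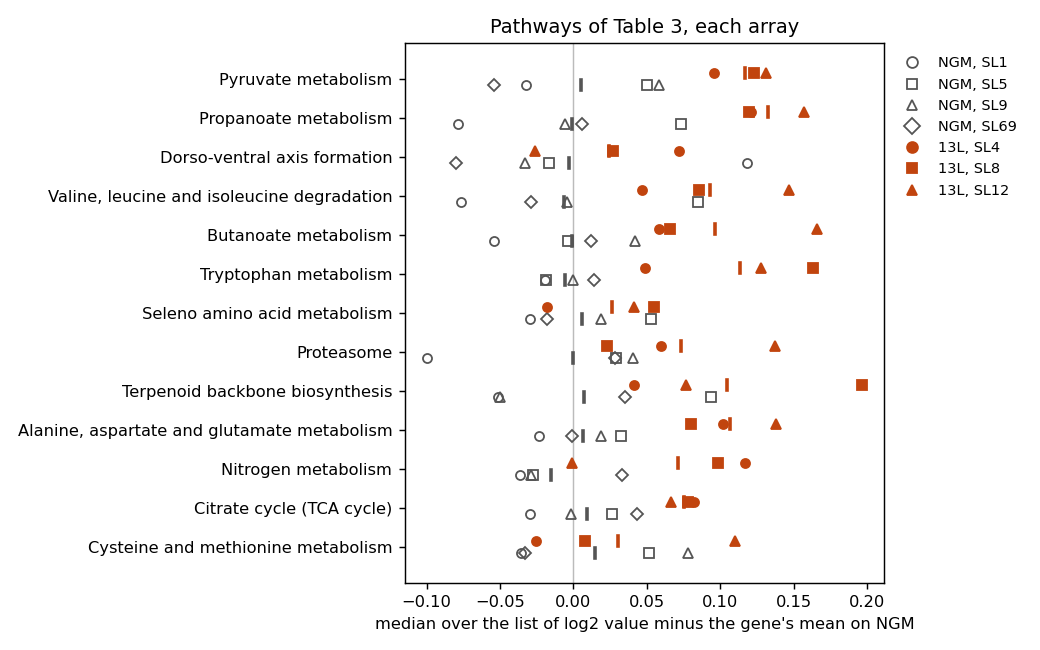
Median over the genes of each pathway list of the log2 value minus the gene's mean on NGM, for each of the 7 arrays, with the mean of each group as a bar. Open grey symbols are NGM arrays and filled symbols 13L arrays. For pyruvate, propanoate, butanoate, tryptophan, alanine and citrate cycle lists all 3 arrays of 13L lie above the 4 of NGM.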

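Of 27 measured genes of pyruvate metabolism, 22 had a positive difference between 13L and NGM. The largest test value was that of pyc-1, pyruvate carboxylase, which feeds pyruvate into the citrate cycle. Its log2 value was 4.73 ± 0.10 (SD, n = 3) in 13L and 4.40 ± 0.09 (SD, n = 4) on NGM, a difference of 0.33 (unadjusted p = 0.00652, adjusted p = 0.944 from limma). The fumarase gene fum-1 had a difference of 0.24, the acetyl-CoA synthetase gene acs-19 of 0.21 and the thiolase gene T02G5.4 of 0.23. At an unadjusted p under 0.05, 2 genes were higher and none lower, and none passed when adjusted over the list alone. The list was higher by logistic regression (p = 3.00e-06, adjusted over the 13 lists 1.95e-05), and p = 0.0182 with an estimated correlation, which did not pass that adjustment. On the 8 genes of pyruvate metabolism that no other list holds, the p was 0.396.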

Pyruvate metabolism was the most significantly up-regulated metabolic pathway determined in nematodes fed with 13L peptide. 

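Amino acid pathways and the terpenoid backbone pathway were among the lists higher in 13L by logistic regression. Of 30 measured genes of valine, leucine and isoleucine degradation, 24 had a positive difference, with a median of 0.09 (p = 1.31e-05, n = 30 genes, by logistic regression). Y71G12B.10, a lyase of leucine degradation, differed by 0.19 and kat-1, a mitochondrial thiolase, by 0.22. The p was 0.0740 with an estimated correlation, 0.0667 by fry, 0.0582 without SL1 and SL69 and 0.522 on the 6 genes held by 1 list. Of 29 genes of alanine, aspartate and glutamate metabolism, 20 had a positive difference, with a median of 0.08 (p = 0.00990, and p = 0.0517 with an estimated correlation). In that list the glutamate dehydrogenase gene gdh-1 differed by 0.23, the transaminase gene gta-1 by 0.32 and pyr-1, of pyrimidine synthesis, by -0.26. Of 12 genes of terpenoid backbone synthesis, 11 had a positive difference, with a median of 0.10 (p = 0.00338, and p = 0.0464 with an estimated correlation, which did not pass when adjusted over the 13 lists), among them T02G5.7 at 0.19. In each of these lists no gene passed an adjusted p under 0.05, over all probe sets or adjusted over the list alone. For Alanine, aspartate and glutamate metabolism the p was 0.0826 without SL1, 0.0993 without SL12 and 0.1503 without probe sets shared between transcripts, and for Terpenoid backbone biosynthesis it was 0.108 without SL8, 0.0602 by fry and 0.126 on genes held by 1 list.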

The list also included other amino acid metabolism/degradation pathways, carbohydrate and fatty acid oxidation (citrate cycle), development and protein degradation (proteasome).

**Table 3:** Up-regulated KEGG pathways in nematodes treated with 1 µg/mL of 13L peptide.

Significant up-regulated KEGG Pathways		p-value
Gene ID	Description	
00620	Pyruvate metabolism	0.002
00640	Propanoate metabolism	0.004
04320	Dorso-ventral axis formation	0.004
00280	Valine, leucine and isoleucine degradation	0.012
00650	Butanoate metabolism	0.020
00380	Tryptophan metabolism	0.022
00450	Seleno amino acid metabolism	0.022
03050	Proteasome	0.035
00900	Terpenoid backbone biosynthesis	0.040
00250	Alanine, aspartate and glutamate metabolism	0.040
00910	Nitrogen metabolism	0.040
00020	Citrate cycle (TCA cycle)	0.049
00270	Cysteine and methionine metabolism	0.049

## Discussion

The present study has shown how a cocoa by-product, “Barquillo”, exhibits antioxidant properties and the ability to reduce paralysis resulting from Aβ_1–42_ peptide expression in a transgenic *C. elegans* strain. Interestingly, protein hydrolysis of “Barquillo” enhanced the antioxidative effect and protective activity against Aβ toxicity in the nematode. This could be explained by the release of bioactive peptides from the protein fraction of the by-product. These results support the important role of other compounds (other than polyphenols) in the antioxidant activity of cocoa and chocolate [5]. Therefore, a purification process was performed in order to isolate and identify these bioactive peptides. Fractionation of hydrolyzed “Barquillo” resulted in three RPC fractions with antioxidant properties and the ability to delay paralysis in the *C. elegans* AD model. All the identified peptides in these fractions belonged to the 21 kDa seed protein from *Theobroma cacao* and, surprisingly, many of them were located in a region encoding trypsin inhibitor activity. The selected peptides, 9L (NYDNSAGKW), 11R (GVKGEPGPNTL), 13L (DNYDNSAGKWWVT) and 13R (TDGVKGEPGPNTL), also displayed *in vivo* antioxidant activity and the ability to ameliorate Aβ-induced paralysis in *C. elegans*. Specifically the 13L peptide provided most protection against oxidative stress, producing a significant delay in nematode paralysis. Additionally, an important reduction in the Aβ peptide deposit was observed in 13L peptide-fed nematodes. These results would suggest that the protective effect of 13L peptide is mediated by inhibiting Aβ oligomerization, which is directly associated with Aβ-toxicity in the *C. elegans* transgenic model [34]. A similar effect has previously been reported for *Ginkgo biloba* extract EGb 761 [17], [34] and glycitein from soybeans [35]. Other research into a coffee extract and an antihypertensive drug (reserpine) has also showed an effect on delaying paralysis; however, no effects were observed in Aβ peptide expression levels [36], [37].

To understand the molecular mechanisms underlying the 13L peptide protection in *C. elegans*, differential gene expression was analyzed by DNA arrays. Pyruvate metabolism was the most significant up-regulated metabolic pathway in peptide 13L-fed nematodes. This pathway is considered the output of glycolysis and the metabolic intersection of different pathways (such as propanoate metabolism, butanoate metabolism, leucine and lysine biosynthesis and citrate cycle). In this metabolic pathway, pyruvate is decarboxylated by pyruvate dehydrogenase complex (PDH) to produce acetyl-coA, which is the key substance for ATP synthesis (through citrate cycle) and synthesis of acetylcholine. Furthermore, previous reports have shown that PDH inactivation results in acetylcholine reduction in cholinergic neurons, and therefore, neuronal death as a consequence of energy production failure [38]. Also, PDH reduction is related with glycolysis reduction and mitochondrial dysfunction, which are described to be present in AD [39], [40], [41], [42]. The microarray results indicated an up-regulation of pyruvate metabolism (and other related-pathways such as propanoate and butanoate metabolism), which could lead to an increase in acetyl-CoA production. This finding suggests that up-regulation of pyruvate metabolism as the central pathway could also up-regulate related metabolic pathways, leading to increased carbohydrate metabolism, including glucose. Furthermore, we determined citrate-cycle up-regulation after nematodes ingested 13L peptide. 

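Of 28 measured genes of propanoate metabolism, 24 had a positive difference. The leading member, hach-1, encodes a hydrolase that acts in valine degradation and had a log2 value of 6.88 ± 0.08 (SD, n = 3) in 13L and 6.47 ± 0.13 (SD, n = 4) on NGM. The gene sucg-1, a subunit of succinyl-CoA synthetase, had a difference of 0.23. By logistic regression the list as a whole was higher (p = 2.10e-08, n = 28 genes), with p = 0.0224 with an estimated correlation, which did not pass the adjustment over the 13 lists. Only 1 of the 28 genes belongs to no other list of Table 3. Of 20 genes of butanoate metabolism, 15 had a positive difference, with a median of 0.06 (p = 0.00366, n = 20 genes, by logistic regression). Its p was 0.102 with an estimated correlation and 0.140 without SL12. Neither list had a gene with an adjusted p under 0.05, over all probe sets or adjusted over the list alone. From the shift of pyruvate metabolism and the related pathways, the paper proposes a rise in acetyl-CoA production.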

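Of 33 measured genes of the citrate cycle, 24 had a positive difference, with a median of 0.05, but the members went both ways. The succinyltransferase gene dlst-1 had a log2 value of 6.97 ± 0.01 (SD, n = 3) in 13L and 6.78 ± 0.07 (SD, n = 4) on NGM, a difference of 0.19. On the lower side, the succinate dehydrogenase gene sdha-1 had 4.37 ± 0.10 (SD, n = 3) in 13L and 4.65 ± 0.13 (SD, n = 4) on NGM, a difference of -0.27. At an unadjusted p under 0.05, 3 genes (pyc-1, fum-1 and dlst-1) were higher and 1 (sdha-1) lower, and none passed over all probe sets or adjusted over the list alone. The list was higher by logistic regression (p = 0.00873, n = 33 genes, adjusted over the 13 lists 0.0142). The p was 0.0577 with an estimated correlation, 0.0716 without SL1 and 0.148 without probe sets shared between transcripts. On the 16 genes that no other list of Table 3 holds, the direction turned to lower in 13L (p = 0.486, n = 16 genes).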

In the human brain, reduced activity of some tricarboxylic acid cycle (TCA) enzymes has been described in AD patients [39]. Taking into account that the major portion of glucose flux takes place through the TCA cycle [41], our results would indicate that 13L peptide could enhance the glucose metabolism to ensure ATP demands for neuronal cells.

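Of 33 measured genes of tryptophan metabolism, 26 had a positive difference between 13L and NGM, with a median of 0.10. The list was higher in 13L by logistic regression (p = 2.64e-05, adjusted over the 13 lists 8.58e-05), with p = 0.0270 with an estimated correlation, which did not pass that adjustment. The median of the list lay above that of every NGM array on all 3 arrays of 13L. On the 18 genes that no other list of Table 3 holds, the p was 0.0673, and without probe sets shared between transcripts it was 0.0759.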

Worm culture supplementation with 13L peptide also up-regulated tryptophan metabolism in the nematodes. Tryptophan is an essential amino acid for humans with two metabolic pathways: the methoxyindole pathway, which leads to formation of serotonin (5-HT) and melatonin, and the kynurenine pathway, which is involved in the cleavage of the indol ring of tryptophan to produce kynurenine [43]. In *C. elegans*, synthesized serotonin from tryptophan has important functions in both the nervous system and other tissues, and is also involved in behaviors such as egg laying, pharyngeal pumping, male mating, and experience-dependent regulation of locomotion [44]. From microarray data, we found that several genes within the tryptophan metabolism pathway were up-regulated (with positive fold change). This was the case of the tyrosine decarboxylase (*tdc-1*), which is required for octopamine synthesis from tyramine, a putative neurotransmitter necessary to coordinate locomotion in *C. elegans* [45]. In addition, the L-amino acid/L-histidine decarboxylase (C05D2.3) was positively regulated within the tryptophan metabolic pathway, probably leading to serotonin synthesis. 

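In the tryptophan list 3 genes were higher in 13L and 1 lower at an unadjusted p under 0.05, and none passed over all probe sets or adjusted over the list alone. The largest test value was that of bas-1, the aromatic amino acid decarboxylase of serotonin and dopamine synthesis. Its log2 value was 3.39 ± 0.22 (SD, n = 3) in 13L and 2.89 ± 0.24 (SD, n = 4) on NGM, a difference of 0.50 (unadjusted p = 0.00959, adjusted p = 0.944 from limma). The monoamine oxidase gene amx-1 went the other way, with 3.77 ± 0.11 (SD, n = 3) in 13L and 4.13 ± 0.21 (SD, n = 4) on NGM, a difference of -0.36 (unadjusted p = 0.0214, adjusted p = 0.944 from limma). The tryptophan hydroxylase gene tph-1 lay at the level of the yeast controls, at 0.49 ± 0.20 (SD, n = 3) and 0.34 ± 0.16 (SD, n = 4), a difference of 0.15.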

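The probe set of tdc-1 with the highest mean had a log2 value of 5.67 ± 0.17 (SD, n = 3) in 13L and 5.31 ± 0.24 (SD, n = 4) on NGM. This difference of 0.36 had an unadjusted p of 0.0344 and an adjusted p of 0.944 from limma, and every 13L array lay above every NGM array. The other probe sets of tdc-1 differed by -0.14 (unadjusted p = 0.230) and -0.08 (unadjusted p = 0.456), the latter at the level of the yeast controls.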

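C05D2.3, now named basl-1, was dim on both of its probe sets. The one with the higher mean had a log2 value of 0.84 ± 0.27 (SD, n = 3) in 13L and 0.69 ± 0.12 (SD, n = 4) on NGM, a difference of 0.16 (unadjusted p = 0.281, adjusted p = 0.951 from limma). The other differed by -0.10. The difference of 0.16 exceeded the SD on NGM but not that in 13L, and that of -0.10 was smaller than both SDs of its probe set. On both probe sets the arrays of the groups overlapped.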

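T22B11.5, now ogdh-1, had a log2 value of 5.88 ± 0.15 (SD, n = 3) in 13L and 5.63 ± 0.14 (SD, n = 4) on NGM on its brighter probe set, a difference of 0.25 (unadjusted p = 0.0510, adjusted p = 0.944 from limma), and its other probe set differed by -0.02. T02G5.4 had 1.14 ± 0.05 (SD, n = 3) and 0.91 ± 0.17 (SD, n = 4), a difference of 0.23 (unadjusted p = 0.0688, adjusted p = 0.944 from limma). T08B2.7, now ech-1.2, had 6.18 ± 0.03 (SD, n = 3) and 6.01 ± 0.16 (SD, n = 4), a difference of 0.17 (unadjusted p = 0.145, adjusted p = 0.944 from limma). For each of the 3 genes the arrays of the 2 groups overlapped.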

Finally, other hypothetical proteins showed positive regulation within this pathway, and were enzymes involved in the synthesis of acetyl-coA, substrate of glycolysis (2-oxoglutarate dehydrogenase (T22B11.5); acetyl-coA acetyltransferase (T02G5.4); hydroxyacyl-coA dehydrogenase, (T08B2.7). These proteins are also involved in the regulation of adiposity in *C. elegans* [46]. Furthermore, the tryptophan metabolism pathway was confirmed to be a molecular target of 13L peptide by means of experiments with the *C. elegans* mutant strain for the tryptophan hydroxylase TPH-1, which is essential for serotonin biosynthesis. Animals bearing a TPH-1 deletion mutation do not synthesize serotonin and *tph-1* mutants display abnormalities in behavior and metabolism, such as large amounts of stored fat [47]. Our study showed that 13L peptide produced significant body fat reduction in the wild-type strain of *C. elegans* (N2) (Figure 5A). However, this phenotype was not observed in the *tph-1* mutant strain (Figure 5B), suggesting that tryptophan metabolism is a mechanism of 13L peptide function.

**Figure 5:**
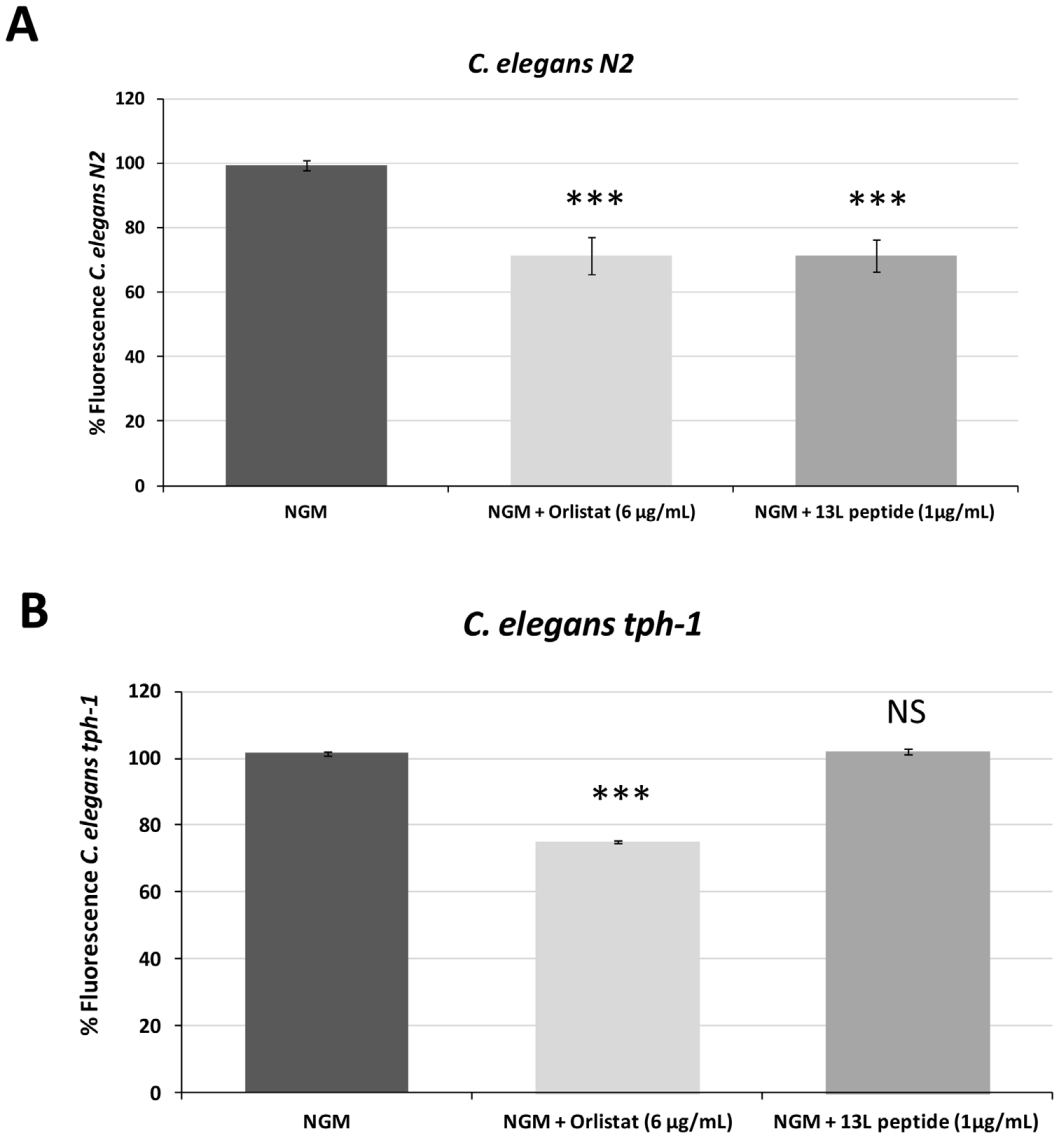
Tryptophan metabolism pathway is a molecular target of 13L peptide. (A) Body fat reduction in *C. elegans* wild-type strain N2 provided by 13L peptide feeding. (B) 13L peptide did not produce fat reduction in the mutant strain *tph-1*. *** Significant at *P*≤0.001; NS: No significant differences with respect to the control (NGM).

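Of 34 measured genes of the proteasome, the complex that degrades ubiquitin-tagged proteins, 25 had a positive difference between 13L and NGM, with a median of 0.07. Of these, 2 were higher and none lower at an unadjusted p under 0.05, and none passed over all probe sets or adjusted over the list alone. On the lower side, the core particle subunit pbs-7 had a difference of -0.18. The list was higher by logistic regression (p = 1.83e-04, n = 34 genes, adjusted over the 13 lists 4.77e-04). The p was 0.290 with an estimated correlation, without SL1 it was 0.0702 and without SL12 0.0899. The median of the list on SL1 was -0.10 relative to the NGM mean, apart from the other NGM arrays.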

One of the most interesting up-regulated pathways in 13L peptide-treated nematodes was the proteasome. Proteasome is a large protein complex whose function is to degrade ubiquitinated proteins by an ATP-dependent mechanism [48]. Genetic studies have previously indicated that protein homeostasis is a major factor affecting longevity [49]. The interruption of this homeostasis can result in protein misfolding and in the accumulation of insoluble protein fibrils and aggregates, such as amyloids. Thus, the search for compounds or molecules that maintain protein homeostasis could have a beneficial effect against ageing and age-related diseases. Our results clearly indicate the effect of 13L peptide on proteosomal functions; therefore, it could be contributing to protein homeostasis in the nematode. In addition, some studies have provided evidence that proteosome could contribute directly to AD by modulating presenilins and, therefore, maturation of β-amyloid precursor [50]. Other authors have demonstrated the proteosome regulatory function of AIP-1 and its effect on Aβ-accumulation and Aβ-paralysis reduction [51]. We found various genes within the up-regulated proteosome pathway encoding proteasome regulatory particles after 13L peptide ingestion. One group comprised *RPN* genes, which encode a non-ATPase subunit of the 26S proteasome 19S regulatory particles (RP) base subcomplex and are involved in unfolding and recognition of protein substrates and/or recycling ubiquitin moieties during protein degradation. 

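Of 13 rpn genes measured, 11 had a positive difference, with a median of 0.11 and a range of -0.07 to 0.33. The largest was that of rpn-13, a ubiquitin receptor, with a difference of 0.33 (unadjusted p = 0.0109 and adjusted p = 0.944 from limma). The subunit rpn-6.1 had 6.39 ± 0.11 (SD, n = 3) and 6.11 ± 0.15 (SD, n = 4), a difference of 0.28 (unadjusted p = 0.0303 and adjusted p = 0.944 from limma). The differences were 0.19 for rpn-7, 0.20 for rpn-2, 0.20 for rpn-5, 0.11 for rpn-8, 0.11 for rpn-11, 0.08 for rpn-6.2, 0.07 for rpn-3, 0.05 for rpn-9 and 0.03 for rpn-12. They were -0.02 for rpn-1 and -0.07 for rpn-10, another ubiquitin receptor. None passed when adjusted over the 13 genes alone, where the lowest adjusted p from limma was 0.141.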

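Of 6 rpt genes, which encode the ATPase subunits of the regulatory particle, 5 had a positive difference, with a median of 0.13. The largest was that of rpt-6, with a log2 value of 3.22 ± 0.06 (SD, n = 3) in 13L and 3.00 ± 0.20 (SD, n = 4) on NGM, a difference of 0.22 (unadjusted p = 0.0933, adjusted p = 0.944 from limma). The differences were 0.17 for rpt-5, 0.16 for rpt-1, 0.10 for rpt-4, 0.06 for rpt-3 and -0.10 for rpt-2. No rpt gene had an unadjusted p under 0.05, and none passed when adjusted over the 6 genes alone.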

The other regulatory genes were *RPT* genes, which are believed to be involved in unfolding protein substrates and translocating them into the core proteolytic particle (CP) of the proteasome. Therefore, this could indicate that 13L peptide-fed nematodes have a cellular response to regulate proteosomal functions, enhancing protein degradation and protein turnover.

In summary, a new bioactive peptide (13L) with antioxidant activity and beneficial properties against AD has been described in this study. This peptide was obtained from a cocoa by-product, but has also been identified in different commercial chocolate samples (data not shown). Our results suggest a mechanism based on the activity of 13L peptide at different levels (Figure 6). Firstly, the ability of 13L peptide to inhibit PEP activity *in vitro*, which is described as a putative γ-secretase [52] and which has a *C. elegans* homolog [53]; secondly, the *in vivo* effect of 13L peptide on Aβ-aggregation inhibition and thirdly, Aβ-toxicity reduction through antioxidant activity and modulation of synaptic and proteosomal functions.

**Figure 6:**
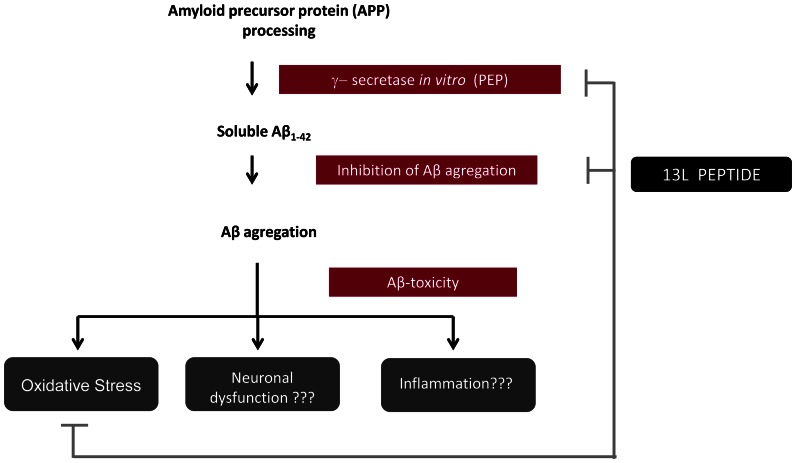
Proposed model for 13L peptide mechanism. Our working hypothesis is that 13L peptide could act through repression of the main events present in AD: oxidative stress, neuronal dysfunction and inflammation. Our study shows that 13L peptide mechanisms reducing Aβ toxicity are a combined effect of PEP inhibition activity, antioxidant properties and ability to inhibit Aβ-aggregation.

Therefore, this study provides evidence for the potential therapeutic use of 13L peptide in the prevention of aging-related diseases. Further studies with murine models and human trials will be essential in order to validate the effectiveness of this peptide.

## Supporting Information

Figure S1 Effect of 13L peptide on Aβ accumulation in *C. elegans* CL4176. Immunoblot assay of Aβ deposits 49 h after up-shift of CL4176 on NGM or NGM + 13L peptide plates. Total protein preparations (20 mg/lane) were run on a 4–15% polyacrylamide SDS gel and probed with anti-Aβ monoclonal antibody 6E10. Tubulin immunoreactivity is shown as loading control.
(TIF)

Table S1 Statistical analysis of paralysis curves obtained in CL4176 worms fed with “Barquillo” samples (with or without protein hydrolysis), purified chromatography fractions (RPC) and purified peptides. Analysis was performed with paired log rank survival test using Graphpad Prism v.4 software. Mid paralysis indicate the time (h) when the 50% of worms were paralyzed.
(DOC)

Table S2 Fold-change values of the 10 most up-regulated genes in nematodes fed with 13L peptide.
(DOC)

# Supplementary material for: A Cocoa Peptide Protects Caenorhabditis elegans from Oxidative Stress and β-Amyloid Peptide Toxicity
**Source:** PLoS One. 2013 May 13;8(5):e63283. doi: 10.1371/journal.pone.0063283
**Supplement:** Table S1 — Statistical analysis of paralysis curves obtained in CL4176 worms fed with “Barquillo” samples (with or without protein hydrolysis), purified chromatography fractions (RPC) and purified peptides. Analysis was performed with paired log rank survival test using Graphpad Prism v.4 software. Mid paralysis indicate the time (h) when the 50% of worms were paralyzed.

| **Treatment** | **Onset Paralysis*** | **Mid Paralysis (h)** | **Log Rank *X*2** | ***P*-value** |
| --- | --- | --- | --- | --- |
| NGM | 41 h/85.8% | 47 h |  |  |
| NGM + ZPP | 41 h/96.7% | >49h | 35.46 | *P*≤ 0.0001 |
| NGM + “Barquillo” | 41 h/ 89.7% | 49 h | 20.03 | *P*≤ 0.0001 |
| NGM + Hydrolyzed “Barquillo” | 41 h/ 94.0% | >49h | 37.81 | *P*≤ 0.0001 |
| NGM + F8 (RPC)-F4(HIC) | 43 h/ 99.5% | >49h | 42.27 | *P*≤ 0.0001 |
| NGM + F9 (RPC)-F4(HIC) | 41 h/ 99.5% | >49h | 34.68 | *P*≤ 0.0001 |
| NGM + F10 (RPC)-F4(HIC) | 41 h/ 98.7% | >49h | 33.78 | *P*≤ 0.0001 |
| NGM + 9L peptide | 41 h/ 84.8% | 49 h | 8.857 | *P=* 0.0029 |
| NGM + 11R peptide | 41 h/ 89.9% | 49 h | 13.43 | *P=* 0.0002 |
| NGM + 13L peptide | 43 h/ 99.1% | 49 h | 24.01 | *P*≤ 0.0001 |
| NGM + 13R peptide | 41 h/83.4% | 49 h | 8.93 | *P=* 0.0028 |

**Supplementary Table S1**

*****Time (h) of onset paralysis and % of worms non paralyzed is showed.

# Supplementary material for: A Cocoa Peptide Protects Caenorhabditis elegans from Oxidative Stress and β-Amyloid Peptide Toxicity
**Source:** PLoS One. 2013 May 13;8(5):e63283. doi: 10.1371/journal.pone.0063283
**Supplement:** Table S2 — Fold-change values of the 10 most up-regulated genes in nematodes fed with 13L peptide.

| **Symbol** | **Gene Name** | **Fold Change** |
| --- | --- | --- |
| sel-7 | Suppressor/Enhancer of Lin-12 | 0.39 |
| msi-1 | MuSashI (fly neural) family | 0.40 |
| F35F10.12 | Hypothetical protein | 0.41 |
| Y37D8A.17 | Hypothetical protein | 0.40 |
| C33E10.5 | Hypothetical protein | 0.40 |
| fshr-1 | FSHR | 0.49 |
| R148.3 | Hypothetical protein | 0.45 |
| snf-5 | Sodium:Neurotransmitter symporter Family | 0.39 |
| T21D12.7 | Hypothetical protein | 0.41 |
| rgs-6 | Regulator of G protein Signaling | 0.44 |

**Supplementary Table S2**

* Mammalian follicle stimulating hormone receptor homolog

How the deposited data were processed for this re-analysis (not part of the article)

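Whole young adult worms of the strain N2, grown on NGM (4 samples) or on NGM with 1 µg/mL of 13L (3 samples) for 3 days at 20°C, were measured on 1 Affymetrix C. elegans Genome Array each. The authors corrected the background with RMA, normalized the arrays by quantiles and deposited the values per probe set on the log2 scale. The submitters' processing notes name RMA and limma, and versions are not given in the sources used here. The offset of the scale is not stated. No scanner files were used here. Array medians were 1.03 (SL1), 1.01 (SL5), 1.01 (SL9), 1.03 (SL69), 1.01 (SL4), 1.02 (SL8) and 1.06 (SL12), and no 2 arrays held the same values. The number of arrays limits the precision of every value, and probe sets near the yeast controls (mean up to 0.74) carry little signal over background.

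Probe sets were named through the platform annotation and current symbols through a gene table of the reference assembly. Of the 22548 probe sets tested, 20766 had 1 named gene, 887 several and 895 none, which gave 17138 genes, 2966 of them with more than 1 probe set. A probe set with several genes named none, and aip-1 had no probe set of its own. All 22548 were tested with limma 3.58.1 in R 4.3.3 (moderated test, no trend, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. For gene lists, the probe set with the highest mean stood for each gene, and membership was regressed on the moderated t over all genes (logistic regression, two-sided), with a threshold of 0.05. Of the 54 lists, 13 stand for the pathways of Table 3, and the others for 2 processes the paper names, further processes, gene families and cell type markers. Camera with a preset correlation of 0.01, camera with an estimated correlation and fry were run beside the regression.

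Genes were named in the text by a rule fixed in advance: every gene that Table S2 or the discussion names, every rpn and rpt gene, the 10 genes per direction with the largest difference among those at an unadjusted p under 0.01 with no overlap of the groups (since fewer than 10 passed the adjusted test), and up to 4 members of each described list with the largest moderated t. The values of Table S2 had been seen by then. A few further members of the lists, such as those on the opposite side, were named after their values were seen.

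The alternatives were each array left out in turn, blocks by runs of title numbers, limma with trend and robust settings, array weights, median centring, cyclic loess, the 11274 brighter probe sets, probe sets without _s_at and _x_at, the mean of a gene's probe sets, other gene set tests and indices, and pathway genes held by 1 list only. A covariate of sperm genes, a fit without SL1 and SL69, and the probe set nearest Table S2 were added after the data were seen. The labels give the arrays no shared replicate numbers. Runs of title numbers place SL1 with SL4, SL5 with SL8 and SL9 with SL12, and the deviations of these arrays from their group means correlated at 0.529, 0.156 and 0.537 over probe sets, so the blocked fit is given where it changes a result. SL69 was alone in its block, so in the blocked fit it added nothing to the difference between the diets, which rests on these pairs. For the genes of Table S2 the blocked differences were the same as those without SL69. The sources do not say that these runs mark a batch.

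The procedure was tested on simulated data with the means and spread of the real probe sets. Of 50 probe sets per size, limma recovered 10 changed by 0.5, 44 changed by 1, 50 changed by 2 and 49 changed by 3 on the log2 scale, and called 11 of the unchanged ones. A shift of 0.2 in the proteasome list gave p = 8.23e-09 by logistic regression (n = 34 genes). The simulated noise was independent between probe sets, while the real proteasome list had an estimated correlation of 0.26. The simulation therefore says nothing on how far the regression holds for correlated genes.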

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

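All tests of explanations in this part, those on other splits of the arrays included, were chosen or had their rule reworded after the result was seen. Among 66 values tested on the 4 arrays of NGM, 6 had an array far from the other NGM arrays, where chance gives about 1 in 20. They were msi-1 on SL5 (log2 2.49, median of the group 2.80), R148.3 on SL69 (2.47, median 2.77), cdc-42 on SL9 (2.88, median 3.48), C45B2.2 on SL1 (1.31, median 1.85), the median of the proteasome list on SL1 (-0.10, median of the group 0.03) and that of the nitrogen list on SL69 (0.0328, median of the group -0.03).

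In genes the paper does not discuss, 4 lists differed between 13L and NGM by logistic regression after adjustment over 54 lists, and also with an estimated correlation before that adjustment. The median difference was 0.0669 for fatty acid synthesis and desaturation, -0.12 for histones, -0.30 for Skp1-related proteins and -0.19 for neurons. With an estimated correlation no list passed the adjustment over 54 lists, where the lowest adjusted p was 0.249.

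Sperm genes differed between arrays of the same diet far more than between diets. The mean of 23 major sperm protein genes was 3.36 on SL1, 7.83 on SL5, 7.72 on SL9 and 6.15 on SL69 for NGM, and 4.99 on SL4, 7.43 on SL8 and 8.096 on SL12 for 13L, and the mean of 49 sperm genes differed between the diets by 0.36 (exact permutation test, two-sided p = 0.743). The permutation test takes no account of the runs of title numbers. A candidate explanation is the stage of the culture at harvest. The rule used here was that moulting genes would then go against sperm genes, though stage alone does not fix that sign. Over the 7 arrays Pearson's r between them was -0.49 (permutation p = 0.260, adjusted over 3 relations 0.390) and Spearman's rho -0.57 (permutation p = 0.200), and r was -0.92 without SL1 and SL4, so the stage cannot be told from these arrays. RNA or labelling quality would show in the 3 prime minus 5 prime signal of the actin controls, which was 1.27 on SL4 and from 1.66 to 1.96 on the other arrays. Its r with the sperm genes was 0.22 (permutation p = 0.682, adjusted 0.682), and -0.43 without SL1 and SL4. Spearman's rho was -0.29 (permutation p = 0.556). This is too loose over 7 arrays to exclude quality. For cross-hybridization within the family, 14 other sperm genes on their own probe sets were compared with it. They spanned 0.165 of the span of the family but followed it (r 0.86, permutation p = 0.0133, adjusted 0.0399). Spearman's rho was 0.89 (permutation p = 0.0123), and r was 0.99 without SL1 and SL4. Their mean lay between 1.06 and 1.84, not far above the yeast controls (mean up to 0.74), so the ratio of spans decides little. How far cross-hybridization added to the family's differences stays open.

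For the higher pathway lists in 13L, the stage of the culture was looked at with the sperm genes as a covariate, and 9 of the 9 called pathways were still higher. As the sperm genes differed less between the diets than between arrays of one diet (SD 1.09 in 13L and 1.26 on NGM), the covariate had little of a diet difference to remove, so this decides nothing and the stage stays open. Among the 35 splits of the 7 arrays into 3 and 4, which take no account of the runs of title numbers, 2, the real one included, gave at least 9 pathways (highest other 11, for SL5, SL8 and SL12, which puts both arrays of a run on the same side), 3 gave a z as large in size for the citrate cycle (2.62, highest other 2.697), 1 of them in the same direction, 2 for tryptophan metabolism (4.202, highest other 4.239), both in the same direction, and 9 for the proteasome (3.74, highest other 5.303), 5 of them in the same direction, so chance cannot be excluded for these. For pyruvate metabolism only the real split, 1 of 35, gave a z as large (4.67, highest other 4.601), but the study chose this and the other pathways on these arrays, so this does not exclude chance either. Of the 8 splits that swap arrays only within the assumed runs, too few for a share under 0.05, the real one gave 9 pathways and the highest other 5, and an effect of 13L stays open as untested against other differences between the cultures.

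Of the 6 other probe sets of the genes in Table S2, 2 were higher in 13L, too few to tell noise of dim probe sets from a difference between transcripts of a gene. Of the 10 probe sets nearest Table S2, 4 lay at or below the yeast controls, but few of the probe sets that low were higher by as much, so neither reading is excluded. No biological explanation of the differences of the genes in Table S2 was tested.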

How the results depend on the processing

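The fits with the sperm genes as a covariate and without SL1 and SL69 were chosen after seeing the data, as were the splits. No probe set passed an adjusted p under 0.05 from limma in any fit run (0 in each direction with each array left out, too), and at an unadjusted p under 0.05 the main count was 572 higher and 580 lower. As the real count is 0, the other splits cannot test it (35 of 35 give at least as many). The split of SL1, SL69 and SL4 against the rest gave 180, the highest, which points to a structure of the samples apart from diet. Blocks by title number gave 861 higher and 916 lower at an unadjusted p under 0.05, and the 11274 brighter probe sets 265 and 327, as fewer were tested. The blocks left 9 pathways higher and the brighter probe sets gave 11. As SL69 is alone in its block and adds nothing to the blocked difference, blocks and leaving out SL69 are not independent checks. SL4, SL8 and SL12, taken as deviations from the mean of their diet, each correlated best with the NGM array of their own run, as did SL1 and SL9 with their 13L array, and SL5 did so with SL12 (0.211) rather than SL8, a hint at runs from the data, not the design. For SL8 the margin was small, with 0.156 for SL5 and 0.133 for SL69. The count of pathways higher (9) ranged from 6 to 10 with 1 array left out and was 3 without SL1 and SL69. It was 4 with an estimated correlation, 4 by fry and 2 on genes held by 1 list. On genes held by 1 list, 8 lists had a positive coefficient. Propanoate metabolism, with 1 such gene, could not be tested there. The proteasome list shares none of its 34 genes, so its test there was the same as in the main fit. The cause of the lower count was not tested. The p of pyruvate metabolism ranged from 3.08e-07 to 3.56e-04 with 1 array left out, and was 0.396 on genes held by 1 list. The p of tryptophan metabolism ranged from 4.64e-07 to 0.00388, and was 0.0759 without _s_at and _x_at and 0.0673 on genes held by 1 list. The p of the proteasome ranged from 1.98e-06 to 0.0899, and was 0.280 without SL1 and SL69, 0.290 with an estimated correlation and 0.254 by fry. The p of the citrate cycle ranged from 0.00448 to 0.0716, and was 0.148 without _s_at and _x_at, 0.111 without SL1 and SL69, 0.0577 with an estimated correlation and 0.486 on genes held by 1 list, with the direction turned.

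The direction of other lists turned too. Major sperm proteins (n = 23 genes) turned to lower without SL1 (p = 0.0243), without SL12, and without SL1 and SL69 (p = 7.66e-08), with a range of 2.96e-09 to 0.902 over single arrays left out. Without SL1 and SL69, pharynx markers (n = 18 genes) turned without a call (p = 0.692), and among lists given only as a group, sperm markers (p = 0.00167), ribosomal proteins (p = 5.38e-04) and mitochondrial electron transport (p = 0.0150) turned to lower, and others turned without a call. The direction turned for dorso-ventral axis formation without _s_at and _x_at (p = 0.985, n = 15 genes in the full list) and with SL5, SL69, SL4 or SL8 left out (p from 0.190 to 0.959 over all arrays left out), and on genes held by 1 list for butanoate (p = 0.999), nitrogen (p = 0.864) and cysteine and methionine metabolism (p = 0.494), the last also without SL1 and SL69 (p = 0.448) and without SL12 (range 0.0404 to 0.972). Cytokinesis (n = 22 genes) turned to higher with the brighter probe sets (p = 0.696), the log2 fold change as index (p = 0.776) and the mean of probe sets (p = 0.00849), and with SL5, SL9, SL8 or SL12 left out (range 0.462 to 0.962). Synaptic vesicle release (n = 34 genes) turned without SL1 and SL69 (p = 0.508), and cholinergic neurotransmission with blocks (p = 0.391), the brighter probe sets (p = 0.357), without SL1 and SL69 (p = 0.147) and with SL69 or SL8 left out (range 0.117 to 0.907). The cause of these turns was not tested. In all fits, 586 values of single genes moved by less than the residual SD of the gene and 14 by more. Signal over background limits dim probe sets, as in Table S2.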

Differences from the paper's values

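For 3 of the 10 genes of Table S2 the probe set with the highest mean differed from the paper's value, which is on the log2 scale. The paper gives 0.40 for msi-1 and the value here was -0.0797. It gives 0.39 for snf-5 and the value here was 0.0291. It gives 0.44 for rgs-6 and the value here was -0.10. For msi-1 and rgs-6 every alternative set before the data were examined differed too. For snf-5 the value fell within 1 residual SD of the paper's with the mean of probe sets and without SL4, and differed under the others. The probe set nearest Table S2, chosen after seeing the values, gave 0.41 for msi-1, 0.40 for snf-5 and 0.44 for rgs-6, and with it none of the 10 genes dropped out.

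The p-values of all 13 pathways differed by more than 1.5 times from those of Table 3, on lists that are not the paper's. The paper gives 0.002 for pyruvate (3.00e-06 here), 0.004 for propanoate (2.10e-08), 0.004 for dorso-ventral axis formation (0.916), 0.012 for valine, leucine and isoleucine degradation (1.31e-05), 0.020 for butanoate (0.00366), 0.022 for tryptophan (2.64e-05), 0.022 for seleno amino acids (0.184), 0.035 for the proteasome (1.83e-04), 0.040 for the terpenoid backbone (0.00338), 0.040 for alanine, aspartate and glutamate (0.00990), 0.040 for nitrogen (0.328), 0.049 for the citrate cycle (0.00873) and 0.049 for cysteine and methionine metabolism (0.245). Of the alternatives set before the data were examined, none came within 1.5 times of the paper's p for pyruvate, propanoate and dorso-ventral axis formation. Those that did were leaving out SL12 for valine, leucine and isoleucine degradation, the log2 fold change as index for butanoate, camera with an estimated correlation and fry for tryptophan, and leaving out _s_at and _x_at for seleno amino acids and the proteasome. For the terpenoid backbone they were leaving out SL1, leaving out _s_at and _x_at, and camera with an estimated correlation. For alanine, aspartate and glutamate they were leaving out SL4, array weights and camera with an estimated correlation. For nitrogen it was the brighter probe sets, for the citrate cycle leaving out SL1 or SL8 and camera with an estimated correlation, and for cysteine and methionine metabolism leaving out SL9 or SL4 and the brighter probe sets. The others differed for each. With the sperm genes as a covariate, chosen after seeing the data, butanoate (n = 20 genes) had p = 0.0159, and without SL1 and SL69, also chosen after seeing the data, the terpenoid backbone had p = 0.0562. With these, 9 and 3 of the paper's 13 pathways had a p of 0.05 or less.

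The paper ranks the genes of Table S2 as the 10 most up-regulated. Here their nearest probe sets held ranks 115 to 244 by log2 difference, and 114 probe sets exceeded that of fshr-1, the largest of the 10. The paper ranks pyruvate metabolism first among the pathways, and here propanoate metabolism had the lowest p by logistic regression and pyruvate the next lowest, while pyruvate had the lowest with an estimated correlation (0.0182, propanoate 0.0224) and by fry (0.00964, propanoate 0.0146). The paper reports cytokinesis as up-regulated, and here Cytokinesis had p = 0.892 with 10 of 22 genes on the higher side, while the mean of probe sets gave p = 0.00849 on the higher side. The paper calls 13 pathways, and here 9 were called at its threshold, seleno amino acids being called without _s_at and _x_at (p = 0.0188), nitrogen with the brighter probe sets (p = 0.0321), and cysteine and methionine with the brighter probe sets (p = 0.0459) and without SL9 (p = 0.0404).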

Other observations

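Several gene families that the paper does not discuss differed between the diets as groups by logistic regression, though not with an estimated correlation once adjusted over 54 lists, and none of their genes passed over all probe sets. Of 19 Skp1-related genes, which encode adaptors of ubiquitin ligases, 4 had a positive difference and 7 were lower at an unadjusted p under 0.05. The list was lower in 13L (p = 1.59e-11 by logistic regression, and p = 0.0280 with an estimated correlation, which did not pass the adjustment over 54 lists). Its leading members were skr-7 with a difference of -0.59, which passed when adjusted over the list alone, skr-3 with -0.38, skr-13 with -0.52 and skr-9 with -0.70. Of 26 histone genes, 3 had a positive difference and 2 were lower at an unadjusted p under 0.05, his-6 (-0.24) and his-71 (-0.30). That list was lower as well (p = 4.42e-06, and p = 0.0246 with an estimated correlation, which did not pass that adjustment), but p = 0.125 without probe sets shared between transcripts, and its members resemble each other in sequence. Of 24 genes of fatty acid synthesis and desaturation, 14 had a positive difference, with elo-3 at 0.56 and fat-4 at 0.26 (p = 0.00366, p = 0.0405 with an estimated correlation, which did not pass that adjustment, 0.0543 by fry, 0.0575 without SL12, 0.125 without probe sets shared between transcripts and 0.131 without SL1 and SL69). Of 24 autophagy genes, 4 were lower at an unadjusted p under 0.05, sqst-1 (-0.55), hlh-30 (-0.44), vps-34 (-0.30) and atg-4.2 (-0.28). Autophagy was lower (p = 0.00239), with p = 0.231 with an estimated correlation, 0.0611 without SL1 and 0.227 without SL12.

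Markers of cell types and stages moved beside these lists. Of 25 genes on the list of oocyte and eggshell markers, 19 had a positive difference. Only gsp-1, the phosphatase subunit with the list's largest difference (0.82), passed when adjusted over the list alone. Next were spn-4 at 0.43 and oma-1 at 0.27. The list was higher (p = 5.99e-08, and p = 0.177 with an estimated correlation). Embryo markers were lower as a list, with a median of -0.16 and ceh-51 at -0.45 (p = 2.10e-04, and p = 0.163 with an estimated correlation), and p = 0.310 without SL1 and SL69. Pharynx markers (median -0.23, p = 0.00180, and p = 0.240 with an estimated correlation) were lower too, but turned direction without SL1 and SL69 (p = 0.692), and for Pharynx the p was 0.0862 without SL69 and 0.0717 without SL8. Hypodermis markers (median -0.13, p = 0.0103, and p = 0.151 with an estimated correlation) were lower, with p = 0.297 for Hypodermis without SL4, 0.0803 without SL9, 0.0618 without SL69 and 0.602 without probe sets shared between transcripts. Of 1112 chemoreceptor genes, most of them dim, 664 had a positive difference, 16 were higher and 5 lower at an unadjusted p under 0.05 and none passed when adjusted over the list alone, while the list as a whole was higher (median 0.02, p = 4.63e-13, and p = 0.131 with an estimated correlation). Major sperm proteins had a positive median (0.62, p = 0.0198, adjusted 0.0487, and p = 0.625 with an estimated correlation), but the call ended with the sperm genes as a covariate (p = 0.934), as these include them, and without SL1 and SL69 the direction turned (p = 7.66e-08). With runs of title numbers as blocks the p was 4.14e-13 by logistic regression. That test treats genes as independent, though the estimated correlation of these was 0.99. With an estimated correlation none of these lists passed the adjustment over 54 lists. By logistic regression the remaining lists did not pass the adjustment over 54 lists, with adjusted p from 0.0573 to 0.978.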
